# Three muscle-specific DAF-16/FOXO transcriptional targets activated by reduced insulin/IGF-1 signaling

**DOI:** 10.1093/g3journal/jkag030

**Published:** 2026-03-03

**Authors:** Shifei Wu, Jinghua Gao, Yan Li, Charline Roy, Ying Wang, Ben Mulcahy, William Li, Sruthy Ravivarma, John Calarco, Wesley Hung, Mei Zhen

**Keywords:** insulin signaling, DAF-16/FOXO, tissue specificity, WormBase

## Abstract

*Caenorhabditis elegans* insulin/insulin-like growth factor 1 signaling, IIS, affects diverse physiological processes through the DAF-16/FOXO transcription factor. Despite its ubiquitous presence in somatic cells, DAF-16's effects exhibit prevalent tissue specificity as well as tissue crosstalk. This implies that tissue-specific DAF-16 transcriptional programs contribute to functional diversity of IIS. To further investigate this possibility, we sought muscle-cell-specific DAF-16 transcriptional targets. Using fluorescence-activated cell sorting to enrich for body wall muscle cells from young hermaphroditic adults, we compared the muscle cell mRNA transcriptomes under conditions of high and low IIS activity, with and without DAF-16. We further analyzed DAF-16a's binding sites in muscle and intestine cells by chromatin-immunoprecipitation sequencing. Combined output of these analyses is 12 candidate DAF-16 targets enriched for muscle cells. Transcriptional and translational reporters for three out of the four top candidates—a secreted protein C54F6.5, a calcium-binding protein CEX-1/calexcitin, and a fatty acid metabolic enzyme MLCD-1/MCD—showed DAF-16-dependent activation specifically in body wall muscle cells. Notably, reporters for *C54F6.5* and *cex-1* exhibit DAF-16-independent, constitutive expression in nonmuscle cells, explaining their low rank or absence from the DAF-16 target lists generated by whole-animal microarray or mRNA-sequencing analyses. These results highlight the need to examine FOXO targets in a cell-type-specific manner.

## Introduction

The insulin/insulin-like growth factor 1 (IGF-1) signaling (IIS) regulates a variety of physiological functions (Rask-Madsen and Kahn 2012), from developmental decision (Gottlieb and Ruvkun 1994; Morris et al. 1996; Kimura et al. 1997; Kaletsky and Murphy 2010), neural development (Man et al. 2000; Mielke et al. 2005; Plum et al. 2006; Chiu and Cline 2010; Klöckener et al. 2011; Nieto-Estévez et al. 2016), learning (Kodama et al. 2006; Tomioka et al. 2006, 2016; Lin et al. 2010; Oda et al. 2011; Chen et al. 2013), aging (Pan et al. 2011; Tank et al. 2011; Toth et al. 2012; Liu et al. 2013; Hahm et al. 2015; Li et al. 2019; Weng et al. 2024), longevity (Kenyon et al. 1993; Kimura et al. 1997; Ogg et al. 1997; Kaletsky and Murphy 2010), to stress response (McColl et al. 2010; Rasulova et al. 2021). Key components of the canonical IIS signaling pathway, consisted of the insulin and insulin-like ligands (INS), their respective transmembrane tyrosine kinase receptors, the cascade of phosphoinositide 3-kinase (PI3K) and serine/threonine kinase transducer of the receptor activity, and the effector of phosphorylation, the FOXO transcription factor, are conserved across animals (Kleemann and Murphy 2009; Piñero González et al. 2009; Kaletsky and Murphy 2010; Kenyon 2010).

IIS and its physiological functions have been extensively investigated in *Caenorhabditis elegans*. Compared to other systems, *C. elegans* has significantly expanded genes encoding INS (Pierce et al. 2001: 20; Li et al. 2003: 28), while keeping a single, ancestral receptor DAF-2/InR for INS (Kenyon et al. 1993; Kimura et al. 1997). With remarkable complexity in their spatial and temporal expression pattern (Liu et al. 2014), 39 INS homologs (INS 1-37, INS-39, and DAF-28) either positively or negatively regulate the IIS activity (Chen et al. 2013; Hung et al. 2013, 2014; Murphy 2013; Fernandes de Abreu et al. 2014; Liu et al. 2014; Zhu and Chin-Sang 2024). An activated DAF-2 receptor activates a conserved PI3K (AGE-1) (Morris et al. 1996), PDK (PDK-1), and AKT (AKT-1 and AKT-2) (Paradis and Ruvkun 1998; Paradis et al. 1999) kinase cascade, leading to phosphorylation and cytoplasmic retention of the FOXO (DAF-16) transcription factor, inhibiting its transcriptional activity (Gottlieb and Ruvkun 1994; Ogg et al. 1997; Henderson and Johnson 2001; Lee et al. 2001; Libina et al. 2003; Lin et al. 2010) (Fig. 1a). Consistent with IIS participating in diverse cellular functions, molecular components of the signaling cascade (from DAF-2/InR to DAF-16/FOXO) are expressed across cell-types (Aghayeva et al. 2021). Like the case for other signaling pathways, this raises a challenging mechanistic question: how does a single signaling cascade achieve its functional specificity?

**Fig. 1.**
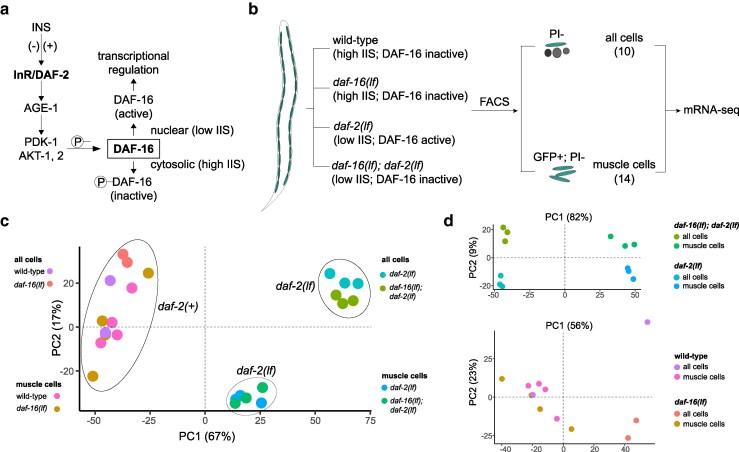
DAF-16 activity in different genetic backgrounds for mRNA-seq. a) The effect of insulin/IGF-1 signaling (IIS) state on DAF-16 activity. A schematic of the IIS pathway in *C. elegans* is shown. Phosphorylation of DAF-16 sequesters the FOXO transcription factor from the nucleus, inhibiting DAF-16-directed transcriptional regulation. b) Schematic of the FACS/mRNA-seq workflow for data collection. Animals of different genotypes (wild-type, *daf-16(lf)*, *daf-2(lf)*, *daf-16(lf); daf-2(lf)*) express GFP specifically in the body wall muscle cells. Age-matched young adults were collected, and cells were dissociated before being subjected to FACS. GFP+; PI− (propidium iodide negative) cells were sorted as “muscle cells”, whereas PI− cells were collected as “all cells”. Total mRNA was isolated for sequencing. c) PCA of the mRNA-seq datasets from 24 samples. d) PCA of the mRNA-seq datasets from 12 *daf-2(lf)* samples (top) and 12 *daf-2(+)* samples (bottom).

Previous studies showed that functional specificity of *C. elegans* IIS results in part from the partial overlap of cells that produce different combination of INS (Murphy 2013). We and others further speculated that DAF-16 may define cell autonomous and nonautonomous functions of IIS by accessing different sets of transcriptional targets in a tissue-specific manner. Indeed, several processes regulated by IIS activity exhibit prominent tissue-specificity. A decreased IIS activity leads to increased adult lifespan (Kenyon et al. 1993; Kimura et al. 1997; Ogg et al. 1997; Kaletsky and Murphy 2010), and promotes an alternative “dauer” developmental state that confers resistance to starvation and dehydration (Gottlieb and Ruvkun 1994; Morris et al. 1996; Kimura et al. 1997; Kaletsky and Murphy 2010). Both processes exhibit a strong requirement for an increased DAF-16 activity in the intestine. DAF-16's presence in interneurons affect salt-associated learning (Kodama et al. 2006; Tomioka et al. 2006, 2016; Lin et al. 2010; Oda et al. 2011; Chen et al. 2013). In motor neurons, decreased IIS and subsequent activation of DAF-16 functions cell-autonomously to delay age-related decline in axon regeneration (Byrne et al. 2014). Even more intriguingly, IIS from both neurons and muscles contribute to age-dependent motility decline, but in opposite ways, at different phases of adulthood (Hahm et al. 2015; Roy et al. 2022).

DAF-16 regulates many critical processes in muscles, including synapse-targeting process (muscle arm) extension (Dixon et al. 2008), neuromuscular junction maturation (Hung et al. 2013), cell death prevention (Oh and Kim 2013), and heat-induced calcium overload resistance (Momma et al. 2017). Consistent with observations in other tissues, DAF-16 plays both autonomous and nonautonomous roles in muscle cells (Zhang et al. 2013). Cell-autonomous functions of DAF-16 might be explained by DAF-16's transcriptional regulation of muscle-specific targets; on the other hand, inter-tissue communication might be mediated through its targets that either are secreted from muscles, or residing at the muscle surface to affect the development of other cells.

To date, efforts to identify DAF-16 targets have focused on measuring differential gene expression in the presence or absence of active DAF-16 in whole animals. Using either microarrays or mRNA-sequencing (mRNA-seq), these studies identified transcriptional changes relate to metabolism, oxidative-stress response, lifespan, and development (McElwee et al. 2003; Murphy et al. 2003; Lee et al. 2009; Kaplan et al. 2015; Hibshman et al. 2017). Towards the identification of tissue-specific DAF-16 targets, transcriptome profiling on all neuronal cells identified enriched transcripts; many were shown or speculated to participate in age-related memory decline or axon regeneration and learning (Kaletsky et al. 2016; Weng et al. 2024). However, comprehensive information on DAF-16 targets in a cell-type-specific manner is lacking.

Obtaining a list of high-confidence transcriptional targets of DAF-16 in a cell-type specific manner is a prerequisite for the mechanistic dissection on how IIS regulates diverse physiological processes in different cells. We want to contribute toward this goal by identifying DAF-16 targets specific for the body wall muscle cells. Our focus on muscle cells was motivated in part by the abundance and homogeneity of this tissue, and in part by the availability of raw DAF-16::GFP chromatin immunoprecipitation sequencing (ChIP-seq) datasets for the muscle cells (Kudron et al. 2018). We generated multiple fluorescence-activated cell sorting (FACS)-sorted muscle cell bulk mRNA-seq datasets and combined them with available tissue-specific ChIP-seq (one muscle-specific and two intestine-specific) datasets to identify high-confidence muscle-enriched DAF-16 transcriptional targets. Reporters for top three candidates confirmed muscle-specific DAF-16-dependent expression. Overall, this study contributes toward understanding of how biology utilizes a limited number of signaling pathways to build richly diverse life forms.

## Materials and methods

### Strains and transgene generation

*C. elegans* strains were cultured on OP50-seeded NGM media (Brenner 1974) at 22.5 °C (unless otherwise stated). *daf-2(e1370)* temperature-sensitive animals were cultured at the permissive temperature 15 °C and shifted to the restrictive temperature for experiments (see below for details for each experiment). A list of strains and plasmids used in this study is provided in Supplementary Table 1. Transgenic animals were generated by microinjection as described previously (Mello and Fire 1995). For plasmid-based reporters, stable extrachromosomal arrays of each reporter construct were generated and assessed for consistency of expression patterns. Afterwards, one stable extrachromosomal array of each reporter was crossed into *daf-16(lf)*, *daf-2(lf), daf-16(lf)*; *daf-2(lf)* for quantification purposes. Endogenous reporters for *gstk-2(syb5762)* and *cex-1(syb8040)* were generated by CRISPR–Cas9 (SunyBiotech) and outcrossed against N2 for at least four times.

### Transcriptional and translational reporter plasmid construction

*C54F6.5*: Two transcriptional (pJH4768, pJH5155) and two translational (pJH4815, pJH5133) reporters were examined. For transcriptional reporters, a promoter sequence (1,225 bp upstream of its start codon and the first 106 bp of its coding sequence) was generated with PCR from wild-type genomic DNA. It was cloned into the Fire Vector that supplied a generic 3′ UTR derived from *unc-54* (a gift from Andrew Fire; Addgene kit # 1000000001) to create pJH4768. A *C54F6.5* 3′ UTR fragment (1.6 kb downstream of its stop codon) was generated with PCR from wild-type genomic DNA to replace the generic 3′ UTR of pJH4768 to generate pJH5155. For translational reporters, the remainder of C54F6.5 coding sequence was synthesized (IDT) and introduced into pJH4768 by Gibson Assembly to generate pJH4815, and into pJH5155 to generate pJH5133.

*cex-1*: *cex-1* 3′ UTR (1,053 bp downstream of its stop codon) was used to replace the *unc-54* 3′ UTR in a previously described P_*cex-1*_ mCherry reporter that contains 2,862 bp upstream of its start codon (Ji et al. 2021) to generate the transcriptional reporter pJH4782. An endogenous translational reporter (*syb8040*) was generated by in-frame insertion of RFP::AID at the start codon.

*mlcd-1*: 949 bp upstream of its start codon and 990 bp downstream of its stop codon were included as its promoter and 3′ UTR sequence, respectively, to generate a transcriptional GFP reporter, pJH5134.

*gstk-2*: An endogenous transcription reporter *syb5762* was generated by inserting a *sl2-gfp* reporter after the C-terminal stop codon of the *gstk-2* genomic locus.

### FACS isolation of muscle cells and mRNA-seq preparation

Wild-type and *daf-16(lf)* worms with GFP-labeled muscles (Supplementary Table 1, JAC127 and ZM9156) were synchronized and grown at 22.5 °C throughout development until they became young adults. *daf-2(lf)* and *daf-16(lf); daf-2(lf)* animals with GFP-labeled muscles (Supplementary Table 1, ZM10379 and ZM10380) were synchronized, grown at 15 °C until L4 to prevent dauer formation during L1-L2 transition and molting arrest in larva stage afterwards exhibited by *daf-2(lf)*, and shifted to 22.5 °C to activate DAF-16 for 8 h. From these synchronized young adult worms, cells were extracted with SDS-DTT, dissociated with pronase, and filtered through a 20 μm cell strainer (Spencer et al. 2014). FACS analysis was performed to isolate GFP positive and propidium iodide (PI) negative muscle cells. A fraction of PI negative cells was “sorted” without GFP gating as the “all cells” control sample. 20,000 to 40,000 sorting events were collected for each strain. We performed four independent replicates for the wild-type and *daf-16(lf)* “muscle cell” datasets, and three independent replicates for the *daf-2(lf)* and *daf-16(lf); daf-2(lf)* “muscle cell” datasets. RNA was extracted with TRIzol, cleaned up with DNAse I, and quality checked before being sent for sequencing using protocols adapted from Spencer et al. (2014). In parallel, aliquots of sorted muscle and all cells were plated, and muscle cell enrichment was confirmed.

### Analysis of mRNA-seq data

mRNA-seq raw reads were processed to produce transcript abundance and counts with Salmon 1.4.0. STAR and HTSeq were applied to validate estimated read maps from Salmon. Differential gene expression analysis was performed with DESeq2. GraphPad Prism and Pheatmap were used for visualizing abundance data.

### Analysis of ChIP-seq data

ChIP-seq raw data were obtained for XE1464 (ENCFF281NRH, ENCFF657MHD, ENCFF229JKH, ENCFF023XDP), ZM7247 (ENCFF004HMK, ENCFF018WCD, ENCFF889RBK), and ZM8745 (ENCFF288VDV, ENCFF846OUT, ENCFF963PAM) from a publicly available database (Kudron et al. 2018). To identify muscle and intestinal GFP::DAF-16a binding sites, these ChIP-seq raw reads were aligned with Bowtie 2 2.4.1 and further processed with SAMtools. Peaks were called with MACS2 for each replicate using the input ChIP-seq data without antibody enrichment for DAF-16 binding sequences. Peaks from two replicates were combined with IDR. ChIPseeker was used to identify genes that reside within 5 kb of the 5′ or 3′ of the peak, including the coding regions. ChromoMap was used to visualize binding sites.

### RT-qPCR

Animals were synchronized and cultured as for those used for mRNA-seq analyses. Total RNA was extracted from synchronized young adult worms using TRIzol and with the method described previously (Spencer et al. 2014). RT-qPCR was performed with Luna Universal One-Step RT-qPCR Kit from NEB on BioRad CFX96 Touch Real-Time PCR Detection System. Each RNA sample was tested with gene-specific primers (see Supplementary Table 2 for sequences). 

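In the mRNA-seq data, *rpl-17* (Y48G8AL.8, WBGene00004429; chromosome I of WBcel235, 1156579 to 1157487, forward strand, 3 exons) had a mean abundance of 3459.5 ± 630.1 TPM (SD, n = 24 libraries), with values from 2672.5 to 5332.7. TPM is the share of a transcript in a library after division by its length, scaled to the same total in every library. By mean TPM it ranked 48 among all genes. The means of log2(TPM + 1) in the 8 groups of libraries spanned 0.36, and they did not differ beyond the spread of the replicates (limma F test with Benjamini-Hochberg adjustment, adjusted p = 0.861). By the same test 13752 genes differed between the groups, and none of the 200 genes nearest to *rpl-17* in mean abundance had a smaller SD of log2(TPM + 1). Quantile normalization, which gives all libraries the same distribution of values, widened the span of *rpl-17* to 0.90, and median-of-ratios scaling widened it to 1.73. *pmp-3* (C54G10.3, WBGene00004060; chromosome V, 14646739 to 14653493, forward strand, 10 exons) overlaps the annotated gene slc-25A29. Its mean was 9.06 ± 3.50 TPM (SD, n = 24), with values from 0.0927 to 16.1, and its group means spanned 2.38 (limma F test with Benjamini-Hochberg adjustment, adjusted p = 0.00473). The span of *pmp-3* was 1.23 under quantile normalization, 1.91 under median-of-ratios scaling and 3.64 with a pseudocount of 0.1. It was 1.02 without the library labelled wild-type all cells replicate 1, which held the lowest value.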

We used two housekeeping genes whose expression is not dependent on IIS as controls for expression. *pmp-3* has been previously described (Hoogewijs et al. 2008). *rpl-17* was chosen because its transcript level is high and consistent in all of our samples based on our mRNA-seq data. Each RT-qPCR experiment was performed using four different dilutions of extracted RNA from each sample. The experiment was repeated three times. The relative fold expression change was calculated using the 2^−ΔΔCT^ method. Specifically, at each concentration, the ΔCt between the gene of interest and *rpl-17* or *pmp-3* was calculated for all genes and for all samples. At each concentration, the ΔΔCt and thus fold expression change was then calculated between the wild-type sample and other samples. Statistical analysis for RT-qPCR was performed by two-way ANOVA with multiple comparisons between the mean of one condition with the mean of every other condition followed by Šidák correction.

### Confocal fluorescent microscopy

Stocks for imaging were kept at 15 °C. A few adults were picked from each stock. Their first-generation progenies were cultured at 20 °C until L4, from which transgenic worms were picked and shifted to 22.5 °C (for Figs. 4d and 5d, Supplementary Figs. 2a and 4b) or 25 °C (for Figs. 4, e, f; 5, e; and 6c) for 1 d until they became young adults. Culturing conditions for dauers and starved adults in Supplementary Figs. 2, b and c & 3, a and b were as follows. For dauer experiments, worms raised at 15 °C were grown at 25 °C for at least 10 d to allow dauer formation. On the day of experiment, they were washed off the plate and treated with 1% SDS for 20 min to select for dauers. L2/L3 larvae born and raised at 15 °C were used at controls in these experiments. For adult starvation experiments, 10 young adult worms were hand-picked onto each plate and allowed to grow at 15 °C. After the OP50 food was exhausted (∼7 d) worms were left on the plate for another 2 to 3 d. Young-adult-sized worms were picked for imaging. Well-fed young adults raised at 15 °C were used as controls. For each set of comparison applying the same transgenic line, we applied the same culturing and imaging conditions and image processing procedures.

For imaging, live animals were placed with minimal M9 solution on dry 2% agarose pads covered with a coverslip. All images were acquired using a 20× or 60× objective on a Nikon Ti2 spinning disk confocal microscope equipped with an Andor Zyla VSC-07720 camera, with XY titled images taken with 15% overlap and Z-stacks were acquired at a step size of 2 μm (20× objective) or 1 μm (60× objective). Quantification was performed with ImageJ 2.3.0 (Schindelin et al. 2012) where we acquired the total and mean intensity for ROI (muscle cells, RIM) and the mean intensity of a background area in the same image. To correct for background for total ROI intensity, total ROI intensity was subtracted with the product of the background mean intensity and the size of ROI; to correct for background for mean ROI intensity, background mean intensity was subtracted. All images showed maximum projection. Statistical analysis for fluorescence intensity was performed by two-way ANOVA with multiple comparisons between the mean of one condition with the mean of every other condition followed by Šidák correction.

## Results

### Twenty-four bulk mRNA-seq datasets to identify DAF-16-dependent transcriptional changes under high and low IIS states enriched in mature body wall muscle cells

To uncover muscle-enriched transcriptional changes, we started with a transgenic strain where only the body wall muscle cells are labeled by GFP, which we referred to as the wild-type background for mRNA-seq experiments henceforth. We used animals of four genetic backgrounds, all carrying the same transgene—wild-type, *daf-16 loss-of-function (lf)* mutants, *daf-2(lf)* mutants, and *daf-16(lf); daf-2(lf)* mutants (see Methods)—to model high (*daf-2(+)*) and low (*daf-2(lf)*) IIS activity, with and without DAF-16 (Fig. 1b). We compared DAF-16-dependent transcriptional changes under the two IIS states separately.

Under the high IIS state, DAF-16 is maintained at the cytosol thus has low transcriptional regulation activity. To obtained DAF-16-dependent transcriptional changes, we compared the transcriptomes of *daf-2(+)* animals in the presence or absence of DAF-16, specifically, between wild-type animals and *daf-16(lf)* mutant animals raised as synchronized cultures under optimal laboratory culture conditions at 22.5 °C and harvested 8 h post the last larva molting.

Reduced IIS induces DAF-16's nuclear translocation and elevation of its transcriptional activity. To obtain DAF-16-dependent transcriptional changes under the low IIS state, we compared the transcriptome between *daf-2(lf)* single mutant and *daf-16(lf); daf-2(lf)* double mutant animals. Because a full or partial functional loss of DAF-2 leads to arrest of or compromised reproductive development, we raised an allele of temperature-sensitive *daf-2(lf)* larvae at the permissive temperature (15 °C) until they completed the last larva molt. They were further raised at the nonpermissive temperature (22.5 °C) for 8 h to allow accumulation of DAF-16-dependent transcriptional changes (see Methods for further explanation for rationales and details).

To uncover muscle-enriched transcriptional changes, we dissociated these age-matched young adults to collect GFP-positive cells using FACS (“muscle cells”; Fig. 1b). Three to four replicates, each with 20,000 to 40,000 sorting events, were obtained for each genotype. 

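The 24 libraries were made from cells of young adult hermaphrodites sorted by FACS, in which single cells pass a laser and are collected by their fluorescence. There were 4 wild-type, 4 *daf-16(lf)*, 3 *daf-2(lf)* and 3 *daf-16(lf); daf-2(lf)* double mutant libraries of “muscle cells”. Libraries of “all cells”, sorted without the GFP gate, numbered 2, 2, 3 and 3 in the same order of genotypes. Wild-type and *daf-16(lf)* animals were kept at 22.5 °C throughout, and both *daf-2(lf)* strains at 15 °C until the L4 stage and then at 22.5 °C for 8 h, so that rearing temperature changed together with IIS state. The authors' record of the libraries names 2 preparation kits, one for single-end and one for paired-end reads, without saying which libraries were made with which, so a difference of kit between groups was not examined. The authors assigned reads to annotated transcripts with Salmon and deposited TPM for 35749 transcripts in every library. TPM divides the reads of a transcript by its effective length and rescales each library to the same sum, so the table holds no read depth. The paper states the range of reads per library without the number for each, and the counting error behind each value is unknown. Transcript values were summed to 21982 genes by the Ensembl annotation of WBcel235. The median number of genes above 0 was 15778.5 (range 14280 to 16948) in wild-type muscle cells, 15828.5 (14322 to 16375) in *daf-16(lf)* muscle cells, 15989 (12464 to 16149) in *daf-2(lf)* muscle cells and 16753 (15326 to 17275) in double mutant muscle cells. In the all cells libraries it was 9200 and 16490 for the libraries labelled wild-type, 17415 and 17677 for *daf-16(lf)*, a median of 18776 (18275 to 19175) for *daf-2(lf)* and a median of 18722 (18225 to 18823) for the double mutant. TPM are not counts, so groups were compared with limma, which fits a linear model to each gene and moderates the variance by that of genes of similar abundance. A single model of the 8 groups was fitted to log2(TPM + 1), and p-values were adjusted by the Benjamini-Hochberg method over the 14717 genes with at least 1 TPM in at least 3 libraries. Fold changes are differences of mean log2(TPM + 1), a scale that understates the change of genes of low abundance. The paper's text does not name a strand setting of the read assignment, so the overlap of a gene with another annotated gene is given where the gene is named.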

Control samples (“all cells”; Fig. 1b) were collected after each sample underwent dissociation and sorting but without GFP gating. These samples served as controls not only for muscle-enriched transcripts, but also, importantly, transcriptions that reflect cellular responses induced by the not-at-all subtle dissociation experimental manipulations. 

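The *daf-16* gene itself shows whether the libraries carry the genotypes of their labels, because the *daf-16(lf)* strains carry a deletion in it. *daf-16* (R13H8.1, WBGene00000912) lies on chromosome I of WBcel235 from 10750498 to 10776703 on the forward strand, with 24 exons and 14 transcripts. Of these transcripts, 5 were listed at 0 TPM in all 7 muscle cell libraries without DAF-16, and their sum was above 0 in all 7 muscle cell libraries with it. The sum was 3.12 ± 0.608 TPM (SD, n = 4) in wild-type muscle cells and 26.6 ± 9.96 TPM (SD, n = 3) in *daf-2(lf)* muscle cells. Because the 5 transcripts were picked on the muscle cell libraries, the all cells libraries are the check. There the sum was 24.4 ± 8.20 TPM (SD, n = 3) in *daf-2(lf)*, and it was listed at 0 in both *daf-16(lf)* and all 3 double mutant libraries. It was also listed at 0 in both libraries labelled wild-type all cells, in which the other *daf-16* transcripts summed to 10.8 TPM in replicate 1 and 3.77 TPM in replicate 2. At this gene both libraries go against their label, and they are called the libraries labelled wild-type all cells throughout.

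**Figure D1:**
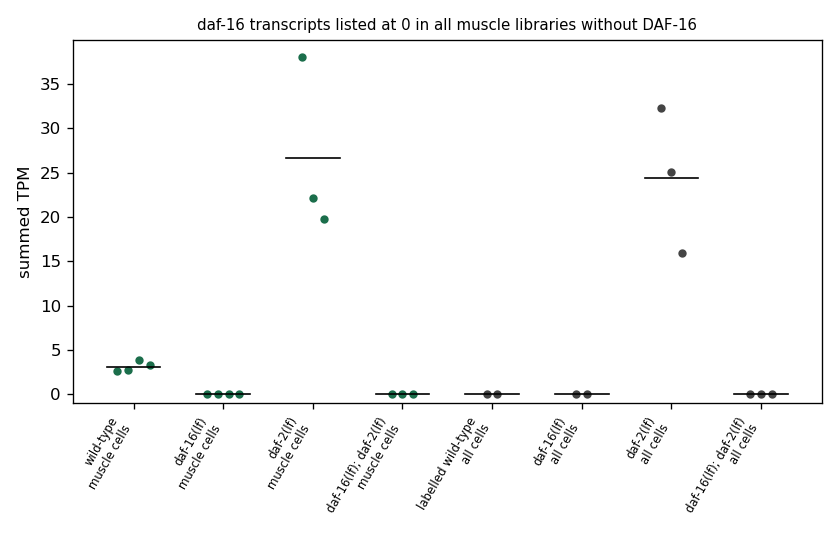
Summed TPM (vertical axis) of the 5 *daf-16* transcripts listed at 0 in every muscle cell library without DAF-16, in each of the 24 libraries (points) by group (horizontal axis), with the group mean as a bar. Both libraries labelled wild-type all cells lie at 0, like the libraries of the *daf-16(lf)* and double mutant strains.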

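The enrichment of muscle transcripts by the GFP gate was measured with 10 genes of body wall muscle: *myo-3*, *unc-54*, *unc-15*, *unc-22*, *unc-89*, *unc-27*, *lev-11*, *mup-2*, *mlc-3* and *unc-60*. Their mean log2(TPM + 1) was 9.92 ± 0.26 (SD, n = 3) in *daf-2(lf)* muscle cells and 8.05 ± 0.05 (SD, n = 3) in *daf-2(lf)* all cells, a difference of 1.87. In the double mutant the difference was 2.01. In *daf-16(lf)* it was 0.35, from 10.39 ± 0.24 (SD, n = 4) in muscle cells and 10.04 ± 0.0029 (SD, n = 2) in all cells. Wild-type muscle cells, at 10.18 ± 0.31 (SD, n = 4), were 0.06 above the libraries labelled wild-type all cells, at 10.12 ± 0.55 (SD, n = 2). The difference between muscle cells and all cells was thus 1.94 at low IIS and 0.20 at high IIS, a gap of 1.73. A gap as large arose in a share of 0.00984 of the 630630 ways to regroup the libraries of each cell type into IIS states (exact permutation test, two-sided, p = 0.00984). Over 8 genes of the intestine, muscle cells were below all cells by a log2 difference of -3.40 in *daf-2(lf)* and -4.36 in the double mutant, against 0.16 in wild-type with the libraries labelled wild-type all cells and -0.20 in *daf-16(lf)*. Marker genes of the other cell types were lower in *daf-16(lf)* muscle cells than in *daf-16(lf)* all cells by a log2 difference of -2.13 for 4 genes of the pharyngeal muscle, -1.62 for 6 of the germline, -1.56 for 6 of the hypodermis, -1.08 for 3 of the coelomocytes and -0.50 for 8 of the neurons. With the libraries labelled wild-type all cells, the same differences were -0.32, -0.47, 0.22, -0.13 and 0.11 in wild-type.

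**Figure D2:**
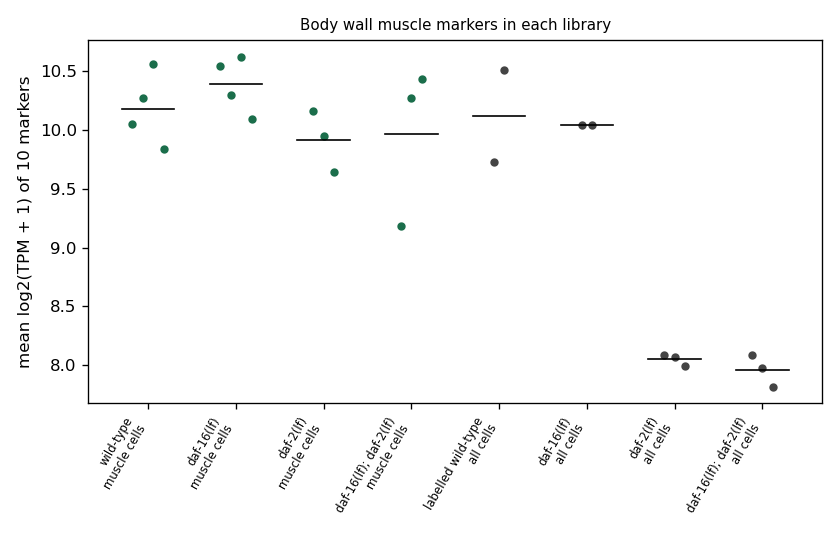
Mean log2(TPM + 1) of the 10 body wall muscle genes (vertical axis) in each of the 24 libraries (points) by group (horizontal axis), with the group mean as a bar. The all cells libraries of *daf-2(lf)* and the double mutant average 8.05 and 7.96, below the muscle cell libraries of the same genotypes, at 9.92 and 9.97.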

Overall, this left us 24 samples spanning four genotypes, all with both sorted “muscle cell” and “all cell” samples. We obtained on average 45 million reads per sample (ranged from 29 to 67 million reads) to ensure sufficient sequencing depth. They mapped to 20,800 protein-encoding genes, with at least one read in at least one dataset.

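In the deposited table, 20800 genes had TPM above 0 in at least 1 library. By the annotation, 19164 of them are protein-coding, 1563 are pseudogenes and 7 are lincRNAs, and 66 had no match in the annotation. The number stayed between 20693 and 20799 with each of the 24 libraries left out in turn. Counting only genes above 0.1 TPM in at least 1 library left 19069. Of the genes that entered the comparisons of groups, 14266 are protein-coding.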

Our bulk assessment of the resulted sequencing datasets showed that they exhibit consistent differences, in an IIS state, DAF-16 activity, and cell-type dependent manner (Fig. 1, c and d). Principle component analyses (PCA) applied to all 24 datasets separated the 12 *daf-2(+)* samples from the 12 *daf-2(lf)* samples; the latter further segregated into two clusters by the cell-type (“muscle cells” versus “all cells”), all by the first two principal components (PC) that together account for 84% of the total variance (Fig. 1c). 

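PCA was applied to log2(TPM + 1) of the 500 genes of highest variance. PC1 held 58.1% and PC2 24.6% of their variance, 82.7% together. The 12 *daf-2(+)* libraries had PC1 scores from -53.0 to -18.2 and the 12 *daf-2(lf)* libraries from -4.88 to 73.6, without overlap (permutation test, two-sided, p = 1e-05, the smallest that 100000 permutations can give; 0.00016 after Benjamini-Hochberg adjustment over 16 such comparisons of scores). Rearing temperature separates the same libraries as IIS state. Among the *daf-2(lf)* libraries, 6 of muscle cells and 6 of all cells did not overlap on either component (exact permutation test, two-sided, p = 0.00216 on each, the smallest that 924 regroupings allow; adjusted 0.00691). Libraries with and without DAF-16 overlapped on PC1 (permutation test, p = 0.955) and on PC2 (p = 0.765). All these tests take libraries as independent, although libraries of muscle cells and all cells may come from the same preparation. With a pseudocount of 0.1 in place of 1, the alternative that moved the result most, PC1 and PC2 together held 74.9%.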

Further PCA analyses, applied separately to the 12 *daf-2(+)* or 12 *daf-12(lf)* samples, showed that while 12 *daf-2(+)* samples (wild-type and *daf-16(lf)* samples) do not readily distinguish each other (Fig. 1d, bottom panel), 12 *daf-2(lf)* samples segregated into four distinct clusters with two PCs that account for 91% of all variance—the first PC predominantly separates them by being either muscle cells or all cells, and the second PC predominantly separates them by the presence or absence of DAF-16 (Fig. 1d, top panel). Thus, these datasets contain sequencing information to distinguish between the high and low IIS states, and at the low IIS state, DAF-16-dependent transcriptional differences both unique to muscle cells and shared by all cells.

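Among the 12 libraries of both *daf-2(lf)* strains, PC1 held 83.1% and PC2 7.96% of the variance, 91.1% together. PC1 scores lay between -55.6 and -32.4 for muscle cells and between 42.5 and 54.5 for all cells. PC2 scores lay between 7.13 and 22.5 with DAF-16 and between -23.9 and -5.64 without it. Each separation had the smallest p that 6 against 6 libraries allow (exact permutation test, two-sided). These tests take the 12 libraries as independent. Same-numbered libraries of muscle cells and all cells deviated together in part, with a mean r of 0.296 in *daf-2(lf)* and 0.351 in the double mutant. Where they share a preparation, the test of DAF-16 counts it more than once and that of cell type ignores the pairing. The p-values therefore describe libraries, not preparations. Among the 12 *daf-2(+)* libraries, PC1 held 72.2% and PC2 15.6%. Libraries with and without DAF-16 overlapped on PC1 (exact permutation test, two-sided, p = 0.615; adjusted 0.82) and on PC2 (p = 0.455; adjusted 0.662). Muscle cells and all cells differed on PC1 with overlapping scores (exact permutation test over 495 regroupings, two-sided, p = 0.0121; adjusted 0.0215). These comparisons at high IIS include the libraries labelled wild-type all cells, whose *daf-16* transcripts go against their label.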

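In all cells at low IIS, 358 genes differed between *daf-2(lf)* and the double mutant, 253 higher and 105 lower in *daf-2(lf)* (limma, Benjamini-Hochberg adjusted p under 0.05). Muscle cells shared 26 of these genes, 23 higher and 3 lower in *daf-2(lf)* in both. Of the genes that differed in muscle cells at low IIS, 76 changed in the same direction in all cells at any p. A pseudocount of 0.1 lowered the all cells count most, to 155 genes, and leaving out the filter on abundance raised it most, to 770. A direct test of whether the effect of DAF-16 differs between the cell types found 133 genes. The log2 difference in muscle cells minus that in all cells was positive for 20 of them, of which 18 were lower in *daf-2(lf)* all cells, and negative for 113, of which 105 were higher there. The largest interaction among them was that of Y75B12B.8 (C41G6.13, WBGene00008059; chromosome V of WBcel235, 15208422 to 15209332, forward strand), with an interaction of -6.83 (SE 0.37, limma with Benjamini-Hochberg adjustment, adjusted p = 4.41e-10). It had 258 ± 88.2 TPM (SD, n = 3) in *daf-2(lf)* all cells and 1.38 ± 0.998 TPM (SD, n = 3) in *daf-2(lf)* muscle cells, and at most 0.0685 and 0.184 TPM in the double mutant libraries of all cells and muscle cells. With the replicate number as a block in the model, 430 genes differed in all cells, 335 of them shared, and 138 in the direct test, 127 of them shared. The deviations of same-numbered *daf-2(lf)* and double mutant libraries from their group means, correlated across genes, had a mean r of 0.247 over the 3 pairs of all cells. Genes are not independent replicates, so this r describes the pairs of libraries.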

This evaluation warranted the subsequent application of DESeq2 analyses on these 24 datasets to identify specific sets of transcriptional changes that depend on DAF-16 activation. Henceforth, we refer all samples with a wild-type *daf-2* genotype (wild-type, *daf-16(lf)*) as at the high IIS state, and all samples with a *daf-2(lf)* mutation (*daf-2(lf)*, and *daf-16(lf); daf-2(lf))* as at the low IIS state. We refer samples both with no DAF-16 (*daf-16(lf)* and *daf-16(lf); daf-2(lf)*), and with low DAF-16 activity due to high IIS (wild-type *daf-2*) as samples with “inactive DAF-16”, whereas those with high DAF-16 activity, induced by low IIS (*daf-2(lf)*), as samples with “active DAF-16”.

### No prevalent DAF-16 transcriptional regulation in body wall muscle cells at high IIS state

First, we compared samples at high IIS state from wild-type animals and *daf-16(lf)* mutants. Consistent with a lack of distinct clustering, the DESeq2 analyses applied to “muscle cell” samples did not reveal prevalent transcript changes in the presence or absence of DAF-16 (Fig. 2a; Table 1). 

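In 177 of the 14717 genes tested, all 4 wild-type muscle cell libraries lay above, or all below, the 4 *daf-16(lf)* muscle cell libraries. Chance alone gives 2.86% of genes, so fewer genes separated than chance gives.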

Briefly, among 20,800 genes that the sequencing reads mapped to, only 11 passed statistical tests for differentially expressed candidates (FDR < 0.05, *n* = 4). 

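In the deposited TPM, 0 genes differed between wild-type and *daf-16(lf)* muscle cells (limma with Benjamini-Hochberg adjustment, smallest adjusted p = 0.123). An unadjusted p under 0.05 was reached by 105 genes. With the replicate number as a block the count was also 0, with 190 genes at an unadjusted p under 0.05. The same-numbered libraries pair in part, with a mean r of 0.533 between the deviations of the 4 same-numbered pairs and -0.123 between differently numbered libraries. The count stayed between 0 and 3 over the 8 fits that each left out 1 of these libraries. It moved most with limma's array weights, which weigh each library by its own variance and gave 1165 genes, 1009 higher and 156 lower in wild-type. The weights ran from 0.127 to 10.8, and their estimate stopped before it converged.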

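*col-33* (F36A4.6, WBGene00000610; chromosome IV of WBcel235, 4263293 to 4265223, forward strand, 4 exons) had from 0 to 0.340 TPM in the 4 wild-type muscle cell libraries and from 2.12 to 92.6 TPM in the 4 *daf-16(lf)* muscle cell libraries. Its log2 fold change was -3.65 (SE 0.72, limma with Benjamini-Hochberg adjustment, adjusted p = 0.266). *ZK105.1* (WBGene00022653; chromosome V, 7713991 to 7714698, forward strand, 3 exons) had 32.3 ± 9.98 TPM (SD, n = 4) in wild-type and 8.36 ± 3.01 TPM (SD, n = 4) in *daf-16(lf)*, a log2 fold change of 1.85 (SE 0.40, limma, adjusted p = 0.465). The libraries of the genotypes did not overlap for either gene. *C55C3.3* had 2.22 ± 1.15 TPM (SD, n = 4) in wild-type and 0.305 ± 0.209 TPM in *daf-16(lf)*, a log2 fold change of 1.23 (limma, adjusted p = 1). The mean of *flr-4*, which overlaps F09B12.7, was 0.377 against 0.0259 TPM, and that of *fpn-1.2* was 0.327 against 0.0503 TPM. *C10F3.7*, which overlaps *dhs-16*, had from 0 to 0.180 TPM in wild-type and from 0.172 to 20.0 TPM in *daf-16(lf)*. *gcy-3*, *F23B2.10*, *Y6B3B.1* and *fbxb-33* did not reach the minimum abundance and were not tested, and *srbc-15* was not analysed here.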

Among them, nine were of insufficient reads (less than four counts per million, CPM) in wild-type and *daf-16(lf)* muscle cells; only two, *ZK105.1* and *col-33*, have >10 CPM in one genotype and none 0 CPM in the other (Table 1). However, they are not among candidates at low IIS state (Fig. 2b). 

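At low IIS, *col-33* had 1.34 ± 0.905 TPM (SD, n = 3) in *daf-2(lf)* muscle cells and 1.26 ± 0.387 TPM (SD, n = 3) in double mutant muscle cells, a log2 fold change of -0.01 (SE 0.83, limma with Benjamini-Hochberg adjustment, adjusted p = 1). *ZK105.1* had 128 ± 67.5 TPM (SD, n = 3) and 90.9 ± 30.2 TPM (SD, n = 3), a log2 fold change of 0.39 (SE 0.46, limma, adjusted p = 0.909). Both differences were smaller than the spread of the replicates.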

We consider them unlikely to be DAF-16 targets. This negative outcome corroborates conclusions from previous mRNA-seq analyses applied to samples prepared from intact animals: there were no appreciable transcriptional differences between wild-type animals and *daf-16(lf)* mutants under normal culture conditions (Hibshman et al. 2017; Li et al. 2019).

**Fig. 2.**
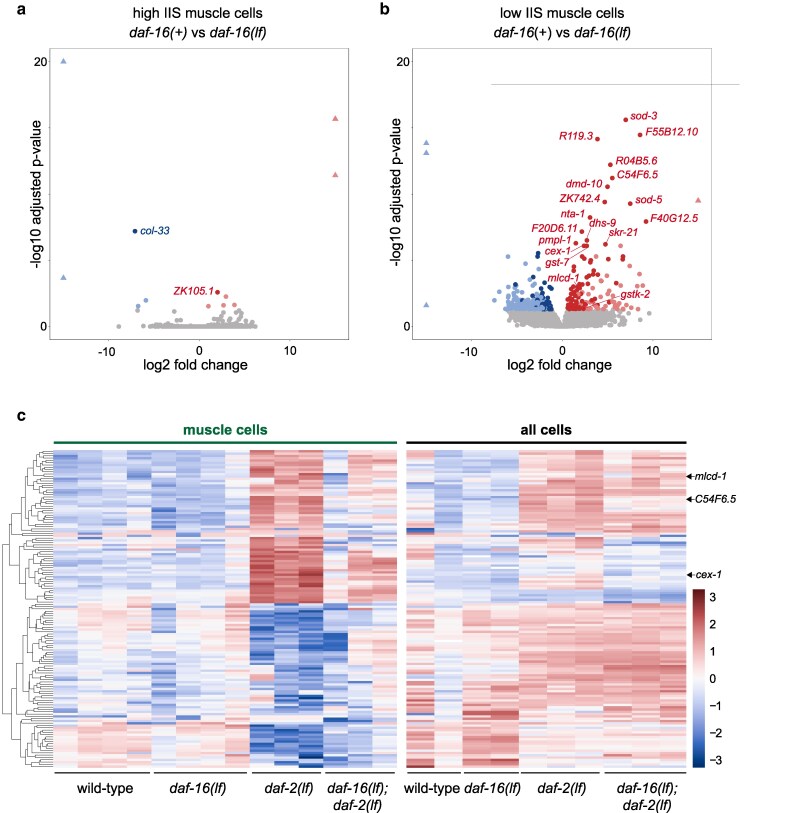
Differential gene expression analyses across transcriptomes of eight conditions. a, b) Volcano plots of differentially expressed genes (DEGs) for muscle cells at high IIS state, by comparing “muscle cell” samples from wild-type and *daf-16(lf)* animals (a), for muscle cells at low IIS state, by comparing “muscle cell” samples from *daf-2(lf)* and *daf-16(lf); daf-2(lf)* animals (b). Gray dots denote genes deemed unaffected by DAF-16 (FDR > 0.05). Red and blue dots denote genes upregulated and downregulated, respectively, by DAF-16 (FDR < 0.05). Red and blue dots with transparency denote those with <4 CPM. Triangles denote values that exceed the scale at either axes. c) Heatmap representation of transcript abundance of the 139 candidates for muscle-specific DAF-16-dependent transcriptional changes by mRNA-seq analyses. Transcript abundance in “muscle cells” (left) and “all cells” (right) were compared between four genetic backgrounds: wild-type, *daf-16(lf)*, *daf-2(lf)*, and *daf-16(lf); daf-2(lf)*. Transcript abundance was hierarchically clustered by similarities. Colors correspond to the *z*-score normalized over the average transcript abundance of each gene across all samples.

**Table 1.** DAF-16-dependent transcriptional regulation candidates at high IIS state.

Gene	Salmon muscle CPM (mean ± SD, *n* = 4)		STAR-HTSeq muscle CPM (mean ± SD, *n* = 4)		DESeq2 based on Salmon	
	Wild-type	*daf-16(lf)*	Wild-type	*daf-16(lf)*	log2 fold change	Adjusted *P*-value
*col-33*	0.16 ± 0.15	30.53 ± 46.51	0.17 ± 0.16	34.47 ± 52.29	−7.10	6.32E−08
*ZK105.1*	15.86 ± 7.03	4.06 ± 2.11	18.27 ± 6.84	4.59 ± 1.98	2.00	2.58E−03
*daf-16* ^a^	23.08 ± 6.49	11.30 ± 8.73	24.17 ± 6.70	11.74 ± 8.99	0.99	2.92E−02
*Genes excluded due to low reads*						
*gcy-3*	0.02 ± 0.03	0 ± 0	0.02 ± 0.02	0 ± 0	17.27	2.11E−16
*F23B2.10*	0.01 ± 0.02	0 ± 0	0.03 ± 0.04	0 ± 0	15.99	3.82E−12
*flr-4*	0.86 ± 1.15	0.05 ± 0.03	0.89 ± 1.24	0.08 ± 0.07	3.87	2.34E−02
*C55C3.3*	3.57 ± 2.17	0.49 ± 0.40	3.93 ± 2.51	0.51 ± 0.39	2.93	5.47E−03
*fpn-1.2*	0.54 ± 0.43	0.08 ± 0.03	0.66 ± 0.38	0.08 ± 0.04	2.67	2.48E−02
*C10F3.7*	0.03 ± 0.04	3.63 ± 6.49	0.02 ± 0.04	3.62 ± 6.42	−5.90	1.05E−02
*srbc-15*	0.01 ± 0.02	2.17 ± 2.99	0.01 ± 0.02	1.86 ± 2.41	−6.75	2.86E−02
*Y6B3B.1*	0 ± 0	0.07 ± 0.12	0 ± 0	0.06 ± 0.11	−17.86	1.67E−23
*fbxb-33*	0 ± 0	1.75 ± 3.48	0 ± 0	0.01 ± 0.01	−28.14	2.15E−04

^a^Excluded from the candidate list of DAF-16-regulation events. 

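Over all *daf-16* transcripts, TPM was 8.91 ± 1.71 (SD, n = 4) in wild-type and 4.83 ± 2.75 (SD, n = 4) in *daf-16(lf)* muscle cells, a log2 fold change of 0.85 (SE 0.32, limma with Benjamini-Hochberg adjustment, adjusted p = 1). The transcripts that were not at 0 in the *daf-16(lf)* libraries summed to 5.78 ± 1.25 TPM (SD, n = 4) in wild-type muscle cells, with values from 4.74 to 7.45. In *daf-16(lf)* muscle cells they summed to 3.20 to 3.76 TPM in replicates 1 to 3 and 8.95 TPM in replicate 4, so that the wild-type library was higher in 3 of 4 same-numbered pairs.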

Reduced reads resulted from the loss of transcription in the deleted genomic region in the *daf-16(mu86)* allele.

For our study, this outcome, which contrasts that at the low IIS state (below), born another critical significance. Because the dissociation and FACS-sorting process imposed acute cellular stress regardless of the genotype, this negative outcome showed that our experimental paradigm was able to maintain DAF-16 activity sufficiently low under normal growth conditions, and our analysis pipeline is sufficiently robust against noises induced by experimental manipulation.

In summary, we confirm that DAF-16's transcriptional activity is low in muscle cells, where normal culture conditions maintain IIS at the high state.

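*sod-3* (C08A9.1, WBGene00004932; chromosome X of WBcel235, 17092753 to 17094306, forward strand), which overlaps C08A9.3 and lido-1, encodes a superoxide dismutase that the paper uses as a known DAF-16 target. In muscle cells at high IIS it had 3.67 ± 1.25 TPM (SD, n = 4) in wild-type and 0.573 ± 0.397 TPM (SD, n = 4) in *daf-16(lf)*, a log2 fold change of 1.57 (SE 0.59, limma with Benjamini-Hochberg adjustment, adjusted p = 1). From the few genes that differed at high IIS, and from their absence among the candidates at low IIS, the paper concludes that normal growth keeps the transcriptional activity of DAF-16 in muscle cells low.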

### One hundred and ninety-five candidates for DAF-16 regulation in body wall muscle cells at low IIS state

In contrast to samples at the high IIS state, and consistent with their distinct clustering, our DESeq2 analyses of the “muscle cells” at the low IIS state revealed a substantial number of candidate DAF-16 targets. 

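Whether the effect of DAF-16 in muscle cells differs between the IIS states was tested directly, as the difference between *daf-2(lf)* and *daf-16(lf); daf-2(lf)* minus that between wild-type and *daf-16(lf)*. It differed for 24 genes (limma, Benjamini-Hochberg adjusted p under 0.05). The interaction was positive for 16 genes, 15 of them higher in *daf-2(lf)* muscle cells than in the double mutant, and negative for 8, all lower there. With the replicate number as a block, 24 genes differed, 19 of them shared, the same-numbered pairs having a mean r of 0.0584 at low IIS and of 0.533 at high IIS. Among these genes, the largest interactions were those of F55B12.10, at 6.92 (adjusted p = 0.000198), C54F6.15, at 5.57 (adjusted p = 1.46e-05), and *hsp-12.6*, at 4.22 (adjusted p = 0.0382), all by limma with Benjamini-Hochberg adjustment. That of *hsp-12.6* was past the threshold in 10 of 23 settings, with limma's adjusted p from 3.63e-05 to 0.19. For *sod-3* the interaction was 4.32 (SE 0.90, limma, adjusted p = 0.0526). IIS state changed together with rearing temperature in this comparison.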

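Between the *daf-2(lf)* and double mutant muscle cells, 90 genes differed, 46 higher and 44 lower in *daf-2(lf)* (limma, Benjamini-Hochberg adjusted p under 0.05). The 3 libraries of each genotype did not overlap for 89 of them. Over all genes tested, 1830 had libraries that did not overlap, where chance gives 10% of genes, and 1190 had an unadjusted p under 0.05. The median log2 fold change of all genes tested was -0.19, and quantile normalization moved it to 0.01 with 92 genes that differed, 67 higher and 25 lower. Array weights moved the count most, to 4896 genes, 403 higher and 4493 lower, while a model of these 6 libraries alone called 3 genes. Splits of the 6 libraries that mix the genotypes gave up to 350 genes, so the count by itself cannot be told apart from a chance split. The largest fold change was that of F55B12.10 (WBGene00077439; chromosome V of WBcel235, 13839733 to 13840491, forward strand), with 411 ± 256 TPM (SD, n = 3) in *daf-2(lf)* and from 0 to 3.90 TPM in the double mutant, a log2 fold change of 7.19 (SE 0.62, limma with Benjamini-Hochberg adjustment, adjusted p = 8.34e-07). *sod-3* followed with 168 ± 80.2 TPM (SD, n = 3) against 1.60 ± 0.504 TPM (SD, n = 3), a log2 fold change of 5.89 (SE 0.68, limma, adjusted p = 3.82e-05). Among the other 8 genes of the 10 largest changes, all higher in *daf-2(lf)*, were C54F6.15 at 5.72, *hsp-12.6* at 4.12, C54F6.6 at 3.98, R04B5.6 at 3.92, R119.3 at 3.53, *sod-5* at 3.50 and *ins-35* at 3.39.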

Transcript levels from 312 genes showed statistically significant differences between the *daf-2(lf)* and *daf-16(lf); daf-2(lf)* samples (FDR < 0.05, *n* = 3), 142 being upregulated and 170 being downregulated. This list warrants a further evaluation of DAF-16-dependent transcriptional regulation.

To identify the most consistent transcriptional changes induced by DAF-16 activation, we filtered this list against two more sets of transcriptomes with inactive DAF-16. Specifically, after we compared *daf-2(lf)* against wild-type, *daf-16(lf)* and *daf-16(lf); daf-2(lf)* “muscle cell” samples, we kept those that showed statistical differences in all three comparisons. We reason that this step helps to reduce noise that may rise from stochastic compensation for a constitutive DAF-16 loss, and from the small number of replicates per genotype.

This leaves us 195 candidates—88 upregulated and 107 downregulated—upon DAF-16 activation (Table 2; Supplementary Table 3).

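*daf-2(lf)* muscle cells differed from wild-type muscle cells in 4785 genes, 2888 higher and 1897 lower, and from *daf-16(lf)* muscle cells in 4321 genes, 2709 higher and 1612 lower (limma, Benjamini-Hochberg adjusted p under 0.05). Of the genes that differed from the double mutant, 43 also differed with the same sign from both of these groups, 34 higher and 9 lower in *daf-2(lf)*, and 47 were removed. With either sign allowed against these groups, an alternative chosen after seeing the data, 48 genes passed. The wild-type and *daf-16(lf)* animals were reared at another temperature than the *daf-2(lf)* animals.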

**Table 2.** A summary of sequentially applied criteria for candidate DAF-16 targets.

Candidates	Description	Criteria (FDR < 0.05)
195 (Supplementary Table 3)	DAF-16-dependent transcript changes present in muscle cells	“muscle cells” *daf-2(lf)* vs wild-type, *daf-16(lf)*, and *daf-16(lf); daf-2(lf)*
139 (Supplementary Table 4)	DAF-16-dependent transcript changes enriched for muscle cells	overlap with *daf-2(lf)* “muscle cells” vs wild-type, *daf-16(lf)*, *daf-2(lf)*, *daf-16(lf); daf-2(lf)* “all cells”
55 (Supplementary Table 6)	Muscle-enriched DAF-16-dependent transcript changes with DAF-16a binding	With DAF-16a binding detected in a muscle ChIP-seq dataset (Supplementary Table 5)
12 (Table 3)	Candidate for muscle-specific DAF-16 target	Without DAF-16a binding detected in 2 intestine ChIP-seq datasets (Supplementary Table 5)

### One hundred and thirty-nine candidates for body muscle cell-enriched DAF-16 regulation under a low IIS state

Among this list we sought candidates that are selectively regulated by DAF-16 in the body wall muscle cells. 

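*daf-2(lf)* muscle cells and all cells differed in 10637 genes, 1214 higher and 9423 lower in muscle cells (limma, Benjamini-Hochberg adjusted p under 0.05). The median log2 difference of all genes tested was -1.26, and quantile normalization moved it to 0.04. Of the genes that set *daf-2(lf)* muscle cells apart from all muscle cells with inactive DAF-16, 26 differed between these cell types, 20 of them raised and 6 lowered by DAF-16, and 17 did not.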

First, we compared the abundance of 195 candidates in active DAF-16 samples (*daf-2(lf))* that were sorted (“muscle cells”) or not sorted (“all cells”), and filtered 43 that exhibited similar abundances. 

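*daf-2(lf)* muscle cells were also compared with all cells of inactive DAF-16. They differed from the libraries labelled wild-type all cells in 5365 genes, from *daf-16(lf)* all cells in 6903 genes and from double mutant all cells in 10652 genes (limma, Benjamini-Hochberg adjusted p under 0.05). These comparisons removed 3 of the 26 genes. The *daf-16* transcripts of the libraries labelled wild-type all cells go against their label.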

Remaining 152 genes with either enrichment or depletion in muscle cells were further compared to two more sets of transcriptomes with inactive DAF-16 (wild-type and *daf-16(lf)*) from “all cells”. This resulted in a list of 139 genes (62 upregulated and 77 downregulated) to be preferentially affected by DAF-16 in body wall muscle cells (Fig. 2c; Table 2; Supplementary Table 4).

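In the deposited TPM, 23 genes passed every comparison, 18 raised and 5 lowered by DAF-16 in muscle cells at low IIS. Among the raised genes, 15 were higher and 3 lower in *daf-2(lf)* muscle cells than in *daf-2(lf)* all cells. Among the lowered genes, 2 were lower and 3 higher in muscle cells. The direct test of whether the effect of DAF-16 differs between the cell types found 4 of the 23, all raised in both cell types. The effect was larger in muscle cells for F55B12.10 and larger in all cells for Y60C6A.3, K06H6.1 and K06H6.2, the latter pair named after their values were seen. With the replicate number as a block, 40 genes passed, 29 raised and 11 lowered, 22 of them shared. The deviations of same-numbered *daf-2(lf)* libraries of muscle cells and all cells had a mean r of 0.296. Under quantile normalization 48 genes passed, 44 raised and 4 lowered, 21 of them shared. The paper takes the genes that passed each step as those that DAF-16 affects preferentially in body wall muscle cells.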

While a transcriptional regulation event shared by muscle and nonmuscle cells does not exclude a muscle-specific function, we chose to focus on a smaller candidate list to further evaluate their candidacy as muscle-specific DAF-16 targets.

### Twelve candidate DAF-16 muscle-specific targets under a low IIS state

Transcription factors affect a transcriptome directly, by binding the regulatory elements of a gene that leads to its activation or repression, as well as indirectly, such as by its primary targets modulating transcription in various ways. We sought DAF-16's primary transcriptional targets by considering DAF-16-binding sites revealed by tissue-specific ChIP-seq analyses.

We previously generated a set of *daf-16(lf); daf-2(lf)* strains that each carry a single-copy transgene that expresses, from the same genomic locus, functional GFP::DAF-16a from the intestine cells or the muscle cells (Hung et al. 2014). They were used to generate the bulk of publicly available GFP::DAF-16a-ChIP-seq reads (Kudron et al. 2018). We previously chose the DAF-16a isoform because this, not the other (b, d/f) isoforms, was required in muscle cells for neuromuscular junction maturation (Hung et al. 2013). From these reads, we mapped 1,919 binding sites in the muscle-specific GFP::DAF-16a strain, and 955 and 2,422 binding sites in two independently derived intestine-specific GFP::DAF-16a strains (Supplementary Table 5). ChIP-seq read peaks spanned widely across all six chromosomes (Fig. 3a), consistent with the previous assessment that only a small fraction of DAF-16 binding events lead to transcriptional activation (Schuster et al. 2010).

**Fig. 3.**
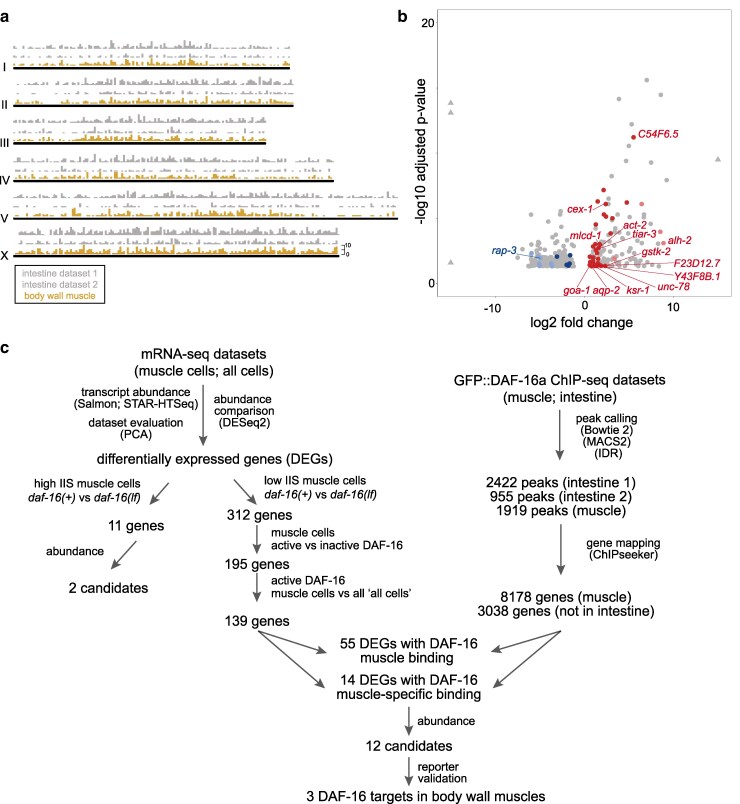
Combined DAF-16 ChIP-seq and comparative mRNA-seq analyses. a) GFP::DAF-16a binding sites per chromosome, by two datasets for intestine ChIP-seq (gray) and one dataset for muscle ChIP-seq (brown). Peak numbers were binned for every 100,000 base pairs. b) A volcano plot of 312 differentially expressed genes (DEGs) in muscle cells, by comparing “muscle cells” samples from *daf-2(lf)* and *daf-16(lf); daf-2(lf)* animals. Gray dots denote genes without a muscle DAF-16 binding site within 5 kb flanking both sides of its coding region. Red and blue dots denote genes upregulated and downregulated, respectively, with a muscle DAF-16 binding site. Colored dots with denoted gene names have DAF-16 binding sites that are absent from both intestine ChIP-seq datasets. c) A summary of our workflow to prioritize muscle-specific DAF-16 targets.

Among the 139 DAF-16 candidate targets, 55 showed at least one GFP::DAF-16a binding site within its genomic locus that begins at 5 kb upstream of the first predicted or confirmed translational start site and ends at 5 kb downstream of the first predicted or confirmed stop codon. Forty-three are upregulated and 12 are downregulated by activated DAF-16 (Fig. 3b; Supplementary Table 6). Among them, 14 have the GFP::DAF-16a binding present in the muscle ChIP-seq dataset, but absent in both intestine ChIP-seq datasets. 

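The paper lists 14 genes with a binding site in muscle alone in Table 3, of which 12 were tested here, since *alh-2* did not reach the minimum abundance and *tiar-3* was not analysed here. In muscle cells at low IIS, 11 of the 12 had a higher mean in *daf-2(lf)* than in the double mutant. Of the 13 genes matched by name, 9 had all 3 *daf-2(lf)* libraries above all 3 double mutant libraries, the untested *alh-2* among them. An adjusted p under 0.05 (limma, Benjamini-Hochberg over all genes tested) was reached by 4 of the 12. These were also the ones that passed every comparison with muscle cells and all cells. Adjusted over these 12 genes alone, 8 were under 0.05, a list that the paper chose from the same libraries. The tested gene without a higher mean, *rap-3*, was lower in *daf-2(lf)*.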

Removing those with low reads, we are left with 12 candidates, all being upregulated by activated DAF-16a (Fig. 3b; Table 3).

**Table 3.** Twelve muscle-specific DAF-16 target candidates.

	

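Of the genes below the 4 top candidates, *F23D12.7* (WBGene00009091; chromosome X of WBcel235, 14453557 to 14453835, reverse strand) had 4349 ± 761 TPM (SD, n = 3) in *daf-2(lf)* muscle cells and 1902 ± 357 TPM (SD, n = 3) in double mutant muscle cells. Its log2 fold change was 1.20 (SE 0.25, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0276). The change was past the threshold in 10 of 15 settings, with limma's adjusted p from 0.000131 to 0.386. It overlaps *jmjd-3.2*, and its transcript of 232 nt is so short that its TPM depends strongly on the effective length used. *act-2* had a log2 fold change of 1.20 (SE 0.43, limma, adjusted p = 0.337), with 520 ± 281 TPM (SD, n = 3) against 216 ± 96.5 TPM (SD, n = 3). *Y43F8B.1* had 1.03 (limma, adjusted p = 0.166) and *unc-78* had 0.77 (adjusted p = 0.318). *ksr-1*, which overlaps *fis-2*, had 0.60, *aqp-2* had 0.53 and *goa-1* had 0.41, with adjusted p of 0.662, 0.760 and 0.802 by the same test. *rap-3*, which overlaps C08F8.9, had -0.54 (limma, adjusted p = 0.735), with from 0 to 0.0313 TPM in *daf-2(lf)* and from 0.129 to 0.730 TPM in the double mutant. *alh-2* had 0.440, 0.0694 and 1.91 TPM in *daf-2(lf)* replicates 1 to 3 and was listed at 0 in all 3 double mutant libraries.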

Muscle cell CPM (mean ± SD, *n* = 3; Salmon)		Muscle cell CPM (mean ± SD, *n* = 3; STAR-HTSeq)		DESeq2 based on Salmon	
Gene	*daf-2(lf)*	*daf-16(lf); daf-2(lf)*	*daf-2(lf)*	*daf-16(lf); ,daf-2(lf)*	log2 fold change	Adjusted *P*-value
*C54F6.5*	30.63 ± 17.11	0.84 ± 0.51	32.82 ± 17.93	0.87 ± 0.55	5.52	6.10E−12
*cex-1*	737.98 ± 235.3	168.9 ± 38.31	771.67 ± 254.42	173.65 ± 41.31	2.40	8.08E−07
*gstk-2*	23.32 ± 3.34	5.03 ± 0.82	22.01 ± 3.94	5.39 ± 0.82	2.33	4.56E−02
*mlcd-1*	29.8 ± 3.52	11.91 ± 5.59	26.39 ± 3.56	10.72 ± 5.07	1.72	9.91E−04
*Genes not tested due to moderate fold changes for transcripts of high/moderate abundance*						
*act-2*	940.04 ± 471.42	386.24 ± 130.45	749.3 ± 375.8	298.78 ± 102.85	1.59	1.90E−03
*F23D12.7*	105.27 ± 24.15	46.76 ± 11.32	110.53 ± 25.16	47.56 ± 11.5	1.29	4.52E−02
*tiar-3*	45.43 ± 11.5	22.35 ± 4.81	49.41 ± 12	23.71 ± 5.69	1.29	2.65E−03
*Y43F8B.1*	1,475.99 ± 257.45	677.98 ± 58.46	1,547.34 ± 272.86	695.17 ± 62.1	1.20	4.39E−02
*unc-78*	338.08 ± 17.49	200.69 ± 36.39	351.32 ± 20.26	204.05 ± 38.8	0.97	2.44E−02
*ksr-1*	29.31 ± 10.06	17.7 ± 3.00	30.5 ± 10.45	17.93 ± 3.11	0.97	4.02E−02
*aqp-2*	585.75 ± 155.07	414.25 ± 114.85	606.98 ± 154.31	421.93 ± 120.2	0.78	4.79E−02
*goa-1*	225.55 ± 42.3	172.71 ± 45.62	235.42 ± 46.7	176.81 ± 48.57	0.66	3.78E−02
*Genes excluded due to low reads*						
*alh-2*	1.95 ± 2.44	0 ± 0	2.24 ± 2.88	0 ± 0	8.88	8.06E−04
*rap-3*	0.01 ± 0.02	0.4 ± 0.24	0.01 ± 0.02	0.41 ± 0.2	−4.95	1.15E−02

Overall, this workflow applies progressively stringent criteria to narrow the candidacy of DAF-16 primary targets from an initially large list of transcriptional differences between the muscle cells harvested from *daf-2(lf)* and *daf-16(lf); daf-2(lf)* animals (Fig. 3c; Table 2). Due to the limited number of replicates of mRNA-seq samples, insufficient replicates of ChIP-seq datasets as well as lack of raw reads of other tissue-specific ChIP-seq datasets, we took orthogonal approaches, described in the sections below, to further verify the candidacy of selected muscle-specific DAF-16 regulation.

### Validation of selected candidates with mRNA samples from nontransgenic strains

We ordered the 12 candidates, first by their fold changes between muscle samples with or without DAF-16 under a low IIS state, followed by their relative abundance (Table 3). 

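In muscle cells at low IIS, the largest log2 fold change among these genes was that of *C54F6.5*, at 5.07 (SE 0.63, limma with Benjamini-Hochberg adjustment, adjusted p = 0.000104). *cex-1* followed at 2.12 (SE 0.33, limma, adjusted p = 0.00171) and *gstk-2* at 2.05 (SE 0.36, limma, adjusted p = 0.00513). *mlcd-1* was next at 1.29 (SE 0.38, limma, adjusted p = 0.157). Over 15 settings of the comparison, the fold change of *mlcd-1* lay between 0.82 and 1.59, and its adjusted p was between 0.00172 and 0.638 and under 0.05 in 3. That of *C54F6.5* lay between 4.65 and 5.68, with an adjusted p under 0.05 in 14 of them, as for *cex-1*, and that of *gstk-2* was under 0.05 in 13.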

Four top candidates are *C54F6.5*, *cex-1*, *gstk-2*, and *mlcd-1*. 

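Across the muscle cells, the 3 libraries with active DAF-16 lay above all 11 libraries with inactive DAF-16 for each of these genes (exact permutation test over 364 regroupings, two-sided, p = 0.00275 for each, the smallest this design allows; 0.00275 after Benjamini-Hochberg adjustment over the 4). The paper selected these genes from comparisons of the same libraries, so these p-values are no independent test of them. The difference of mean log2(TPM + 1) was 7.36 for *C54F6.5*, with 301 to 1258.4 TPM in the active and 0.195 to 41.6 TPM in the inactive libraries. For *cex-1* it was 2.68, with 599 to 993 TPM against 85.7 to 215 TPM. It was 2.76 for *gstk-2*, with 22.9 to 29.6 TPM against 1.54 to 6.80 TPM, and 1.71 for *mlcd-1*, with 13.3 to 15.4 TPM against 1.68 to 8.49 TPM. *gstk-2* overlaps *elo-3*, and *mlcd-1* overlaps *pan-1*.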

Among them, all but *gstk-2* possess at least one DAF-16 binding element (DBE), a consensus DAF-16-binding cassette previously implicated in transcriptional regulation (Murphy et al. 2003; Schuster et al. 2010; Tepper et al. 2013), within or at the vicinity of identified DAF-16a binding sites (Figs. 4c, 5c, and 6b, Supplementary Fig. 4b). All are ranked low for DAF-16-dependent transcriptional changes from whole-animal studies (Tepper et al. 2013).

**Fig. 4.**
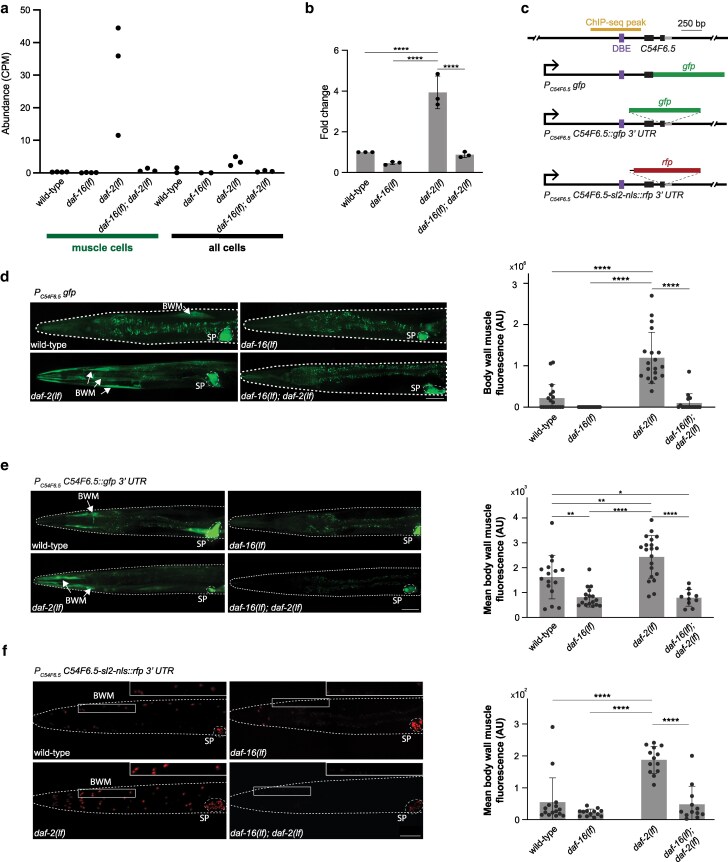
Muscle-specific upregulation of *C54F6.5* by DAF-16. a) *C54F6.5* expression levels, measured as mRNA-seq read CPM, across genetic backgrounds and cell types. b) Fold changes of *C54F6.5* expression in respective genetic backgrounds, normalized against the wild-type level by RT-qPCR. Each data point represents the average of three cDNA dilutions (500 pg, 5 ng, and 50 ng) from a single trial. *n* = 3 for all four genotypes. c) The genomic structure of *C54F6.5* with its ChIP-seq peak, DBE, and reporter design labeled. d) Representative confocal images and quantification of a *C54F6.5* transcriptional reporter in different genetic backgrounds. *n* = 19, 19, 19, 16. e) Representative confocal images and quantification of a *C54F6.5* translational reporter with its endogenous 3′ UTR in different genetic backgrounds. *n* = 16, 17, 20, 10. f) Representative confocal images and quantification of a *C54F6.5* transcriptional reporter with its endogenous 3′ UTR in different genetic backgrounds. *n* = 15, 13, 13, 12. BWM, body wall muscle; SP: spermatheca. All scale bars = 50 µm. Nonsignificant comparisons were not labeled. **** *P* < 0.0001. ** *P* < 0.01. * *P* < 0.05. Error bars: standard deviation.

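In muscle cells, *C54F6.5* had 819 ± 483 TPM (SD, n = 3) in *daf-2(lf)* and 23.0 ± 16.2 TPM (SD, n = 3) in the double mutant, against 2.34 ± 0.411 TPM (SD, n = 4) in wild-type and 0.715 ± 0.481 TPM (SD, n = 4) in *daf-16(lf)*. In all cells it had 88.5 ± 33.1 TPM (SD, n = 3) in *daf-2(lf)* and 12.0 ± 5.28 TPM (SD, n = 3) in the double mutant. The libraries labelled wild-type all cells had 15.5 and 0.686 TPM, and *daf-16(lf)* all cells had 0.228 TPM in replicate 1 and were listed at 0 in replicate 2. *daf-2(lf)* muscle cells were above *daf-2(lf)* all cells by a log2 difference of 3.03 (SE 0.63, limma with Benjamini-Hochberg adjustment, adjusted p = 0.000304). The effect of DAF-16 at low IIS exceeded that at high IIS by 4.07 (SE 0.84, limma, adjusted p = 0.0513), with an adjusted p under 0.05 in 7 of 23 settings.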

**Fig. 5.**
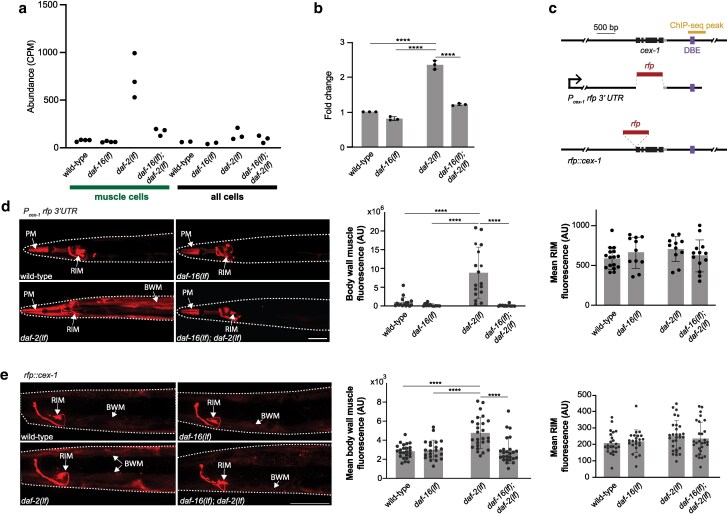
Muscle-specific upregulation of *cex-1* by DAF-16. a) *cex-1* transcript abundance, measured as mRNA-seq read CPM, across genetic backgrounds and cell types. Each dot represents the CPM from one sample. b) Fold changes of *cex-1* expression in respective genetic backgrounds, normalized against the wild-type level by RT-qPCR. Each data point represents the average of three cDNA dilutions (500 pg, 5 ng, and 50 ng) from a single trial. *n* = 3 for all four genotypes. c) The genomic structure of *cex-1* with its ChIP-seq peak, DBE, and reporter design labeled. d) Representative confocal images and quantification of a *cex-1* transcriptional reporter with its endogenous 3′ UTR in respective genetic backgrounds. *n* = 16, 14, 17, 14 animals for muscle. *n* = 16, 11, 11, 13 animals for RIM. e) Representative confocal images and quantification of a *cex-1* endogenous reporter in respective genetic backgrounds. Each dot represents the image intensity for area of interest for one animal. *n* = 24, 22, 26, 25 animals for muscle. *n* = 23, 23, 29, 28 animals for RIM. BWM: body wall muscle; PM: pharyngeal muscle. All scale bars = 50 µm. Nonsignificant comparisons were not labeled. **** *P* < 0.0001. Error bars: standard deviation.

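*cex-1* had 772 ± 201 TPM (SD, n = 3) in *daf-2(lf)* muscle cells and 180.4 ± 57.7 TPM (SD, n = 3) in double mutant muscle cells. At high IIS, muscle cells had 110.0 ± 14.1 TPM (SD, n = 4) in wild-type and 92.4 ± 5.05 TPM (SD, n = 4) in *daf-16(lf)*. All cells had 142 ± 67.7 TPM (SD, n = 3) in *daf-2(lf)*, 89.8 ± 37.1 TPM (SD, n = 3) in the double mutant and 66.5 ± 12.6 TPM (SD, n = 2) in *daf-16(lf)*, and the libraries labelled wild-type all cells had 86.9 ± 9.36 TPM (SD, n = 2). *daf-2(lf)* muscle cells were above *daf-2(lf)* all cells by a log2 difference of 2.50 (SE 0.33, limma with Benjamini-Hochberg adjustment, adjusted p = 2.2e-06).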

**Fig. 6.**
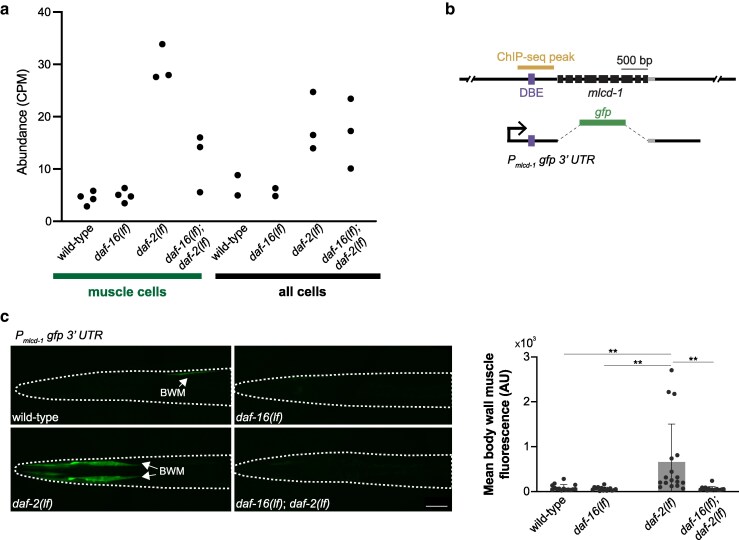
Muscle-specific upregulation of *mlcd-1* by DAF-16. a) *mlcd-1* expression levels, measured as mRNA-seq read CPM, across genetic backgrounds and cell types. b) The genomic structure of *mlcd-1* with its ChIP-seq peak, DBE, and reporter design labeled. c) Representative confocal images and quantification of an *mlcd-1* transcriptional reporter with its endogenous 3′ UTR in respective genetic backgrounds. *n* = 15, 15, 17, 16. BWM, body wall muscle. Scale bar = 50 µm. Nonsignificant comparisons were not labeled. ** *P* < 0.01. Error bars: standard deviation.

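*mlcd-1* had 14.4 ± 1.07 TPM (SD, n = 3) in *daf-2(lf)* muscle cells and 5.92 ± 3.24 TPM (SD, n = 3) in double mutant muscle cells. At high IIS, muscle cells had 3.15 ± 1.11 TPM (SD, n = 4) in wild-type and 3.50 ± 0.655 TPM (SD, n = 4) in *daf-16(lf)*. All cells had 8.51 ± 2.88 TPM (SD, n = 3) in *daf-2(lf)* and 7.54 ± 2.92 TPM (SD, n = 3) in the double mutant, a log2 fold change of 0.18 (SE 0.38, limma with Benjamini-Hochberg adjustment, adjusted p = 1). At high IIS, all cells had 3.92 ± 0.866 TPM (SD, n = 2) in *daf-16(lf)*, and the libraries labelled wild-type all cells had 4.52 ± 1.05 TPM (SD, n = 2). The effect of DAF-16 in muscle cells minus that in all cells was 1.12 (SE 0.53, limma, adjusted p = 1).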

Because our mRNA-seq datasets were obtained from dissociated cells, we wanted to first verify some candidates using RNA samples independently prepared from intact *C. elegans* samples and strains without transgenic markers. Using total mRNA prepared from synchronized and age-matched, nontransgenic wild-type (N2), *daf-2(lf)*, *daf-16(lf)*, and *daf-16(lf); daf-2(lf)* young adults, cultured in conditions similar to that of cell-sorting mRNA-seq experiments, we quantified the transcript level using RT-qPCR. We reason that upregulation of two high-abundance and high-fold change candidates, *C54F6.5* or *cex-1*, are the most likely to be detectable in total RNA. Indeed, an upregulation of *C54F6.5* transcripts was also notable between our *daf-2(lf)* and *daf-16(lf); daf-2(lf)* “all cells” samples (Fig. 4a).

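Between *daf-2(lf)* and the double mutant in all cells, *C54F6.5* had a log2 fold change of 2.80 (SE 0.63, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0142), and the 3 libraries of each genotype did not overlap. The effect in muscle cells minus that in all cells was 2.27 (SE 0.90, limma, adjusted p = 0.698), not past the threshold. Over 15 settings the all cells fold change lay between 2.50 and 3.34, and its adjusted p was between 0.000725 and 0.129 and under 0.05 in 11.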

Our RT-qPCR analyses recapitulated DAF-16-dependent upregulation of *C54F6.5* and *cex-1* transcripts in *daf-2(lf)* mutants (Supplementary Fig. 1; Figs. 4b and 5b). Consistent with their rank, the transcript level of *C54F6.5* was more robustly upregulated in active DAF-16 samples, similar to that of *sod-3*, a known pan-tissue DAF-16 target (Supplementary Fig. 1).

### DAF-16 upregulates multiple reporters for C54F6.5 in body wall muscle cells

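*C54F6.5* (WBGene00016923) lies on chromosome V of WBcel235 from 7529116 to 7529450 on the forward strand. The annotation gives it 1 protein-coding transcript of 257 nt with 2 exons, and no other annotated gene overlaps it. The transcript is so short that its TPM depends strongly on the effective length used.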

*C54F6.5* is predicted (Blum et al. 2021) to encode a secreted 56-amino acid protein without functional characterization. 

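*C54F6.5* had 2.24, 1.86, 2.84 and 2.44 TPM in wild-type muscle cells, replicates 1 to 4, and 1.34, 0.195, 0.550 and 0.773 TPM in *daf-16(lf)* muscle cells. In the double mutant muscle cells, replicates 1 to 3, it had 12.0, 15.3 and 41.6 TPM. The double mutant was above *daf-16(lf)* by a log2 difference of 3.64 (SE 0.59, limma with Benjamini-Hochberg adjustment, adjusted p = 6.58e-05), a comparison of strains without DAF-16 that were reared at different temperatures.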

With close to 0 read in all inactive DAF-16 muscle samples and high fold changes in active DAF-16 samples (Fig. 4, a and b), we further examined its regulation with both transcriptional and translational reporters.

Immediately upstream of *C54F6.5* coding region resides a DAF-16a-ChIP-seq peak with DBE that is present only in the muscle datasets (Fig. 4c, top panel). Several reporters with promoter sequences consisted of this region (Fig. 4c, bottom panels; Methods) exhibited DAF-16-dependent, robust expression in body wall muscle cells or nuclei (Fig. 4, d to f, BWM) and DAF-16-independent expression in a nonmuscle tissue, spermatheca (Fig. 4, d to f, SP). Consistent with *C54F6.5* being a secreted protein, translational reporters, where the full *C54F6.5* coding sequence fused with GFP, accumulated fluorescent signals in coelomocytes (Supplementary Fig. 2a), the scavenger cells that collect proteins in the body fluid (Fares and Greenwald 2001).

In body wall muscle cells, in the presence of DAF-16, both transcriptional reporters—one with endogenous 3′ UTR and another with a generic 3′ transcriptional enhancer—showed sporadic and weak signal in high IIS state (wild-type animals), but consistent and robust signals in low IIS state (*daf-2(lf)* mutant animals). Both sets of signals were eliminated by the absence of DAF-16 (*daf-16(lf)* and *daf-16(lf); daf-2(lf)*) (Fig. 4, d to f). Multiple lines of analyses thus consistently support the notion of a muscle cell-specific IIS regulation of *C54F6.5*.

### DAF-16 upregulates reporters for CEX-1/Calexcitin, a Ca^2+^ binding protein, in body wall muscle cells

CEX-1 is the *C. elegans* homologue of Calexcitin, a Ca^2+^ binding protein. *cex-1* exhibits low reads in inactive DAF-16 “muscle cells”, and high fold read increases in active DAF-16 samples (Fig. 5a). 

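*cex-1* (F56D1.6, WBGene00023407) lies on chromosome II of WBcel235 from 5447681 to 5448634 on the forward strand, with 4 exons, and no other annotated gene overlaps it. The effect of DAF-16 in muscle cells at low IIS minus that at high IIS was a log2 difference of 1.88 (SE 0.44, limma with Benjamini-Hochberg adjustment, adjusted p = 0.142). This was not past the threshold, and was past it in 2 of 23 settings. Rearing temperature changed together with IIS state here. Without DAF-16, *cex-1* was higher at low than at high IIS by 0.90 (SE 0.31, limma, adjusted p = 0.0316), a difference past the threshold in 8 of 16 settings, with adjusted p from 9.58e-06 to 0.384.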

Further verification of *cex-1* as a top candidate DAF-16 target by RT-qPCR (Fig. 5b) was initially a surprise, because a *cex-1* promoter has long been used to drive constitutive gene expression in a single pair of interneuron (RIM) (Cohen et al. 2009 ; De Rosa et al. 2019).

Our ChIP-seq analyses revealed a DAF-16a binding site with DBE at the 3′ UTR of *cex-1* that was only occupied in the muscle dataset (Fig. 5c). Upon including *cex-1* 3′ UTR fragment with this site, a *cex-1* transcriptional reporter exhibited an expression pattern that corroborates the mRNA-seq and ChIP-seq results: a DAF-16-dependent upregulated expression in muscle cells (Fig. 5d, BWM), and a DAF-16-independent constitutive expression in the RIM neuron (Fig. 5d, RIM) and pharyngeal muscles (Fig. 5d, PM). Consistent signals across four genotypes in RIM soma (Fig. 5d, right panel) corroborated with a higher *cex-1* read counts in the “all cells” samples by DAF-16-independent transcription activation.

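Between *daf-2(lf)* and the double mutant in all cells, *cex-1* had a log2 fold change of 0.65 (SE 0.33, limma with Benjamini-Hochberg adjustment, adjusted p = 0.704), not past the threshold after adjustment. The effect of DAF-16 was larger in muscle cells by 1.46 (SE 0.47, limma, adjusted p = 0.343), which was not past it either.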

Lastly, a *rfp::cex-1* translational reporter expressed from the endogenous genomic locus (Fig. 5c) showed robust expression in the RIM neuron (Fig. 5e, RIM), and low expression in body wall muscles comparable between wildtype, *daf-16(lf)*, and *daf-16(lf); daf-2(lf)* young adults (Fig. 5e, BWM). DAF-16-dependent *rfp::cex-1* upregulation was observed in the body wall muscle cells of *daf-2(lf)* young adults (Fig. 5e, *daf-2* panel, middle panel). These results are consistent with a DAF-16-dependent *cex-1* transcriptional regulation specific for the body wall muscles and more prominent in low IIS state.

### DAF-16 upregulates a reporter for MLCD-1/MCD, a malonyl-CoA decarboxylase, in body wall muscle cells

*mlcd-1* encodes a fatty acid metabolic enzyme, malonyl-CoA decarboxylase (MCD). It exhibited overall lower transcript abundance than the other two candidates, but high fold changes (Fig. 6a). 

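*mlcd-1* (F35G12.1, WBGene00009439) lies on chromosome III of WBcel235 from 4566275 to 4568130 on the reverse strand, with 12 exons and 3 transcripts. The effect of DAF-16 on *mlcd-1* in muscle cells at low IIS minus that at high IIS was a log2 difference of 1.44 (SE 0.50, limma with Benjamini-Hochberg adjustment, adjusted p = 0.597). This was not past the threshold, and was past it in 1 of 23 settings. Without DAF-16, *mlcd-1* at low minus high IIS was 0.49 (SE 0.35, limma, adjusted p = 0.298), not past it either. Rearing temperature changed together with IIS state in both comparisons.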

A transcriptional reporter that consists of *mlcd-1* 5′ sequence with a DBE region and 3′ UTR (Fig. 6b) showed body wall muscle-specific expression in *daf-2(lf)* young adults (Fig. 6c, *daf-2* panel, BWM). The same transgene showed little signals in wild-type, *daf-16(lf)* and *daf-16(lf); daf-2(lf)* animals (Fig. 6c). In our study, this reporter showed not only strong DAF-16-dependent expression, but also the highest specificity for body wall muscle cells.

### *C54F6.5*, *cex-1*, and *mlcd-1* reporter expression was altered in body wall muscle cells by physiological processes regulated by IIS

DAF-16 targets are likely to alter their expression in physiological states regulated by IIS. We qualitatively assessed how above reporters responded under two such physiological states, dauer formation and adult starvation.

For juvenile larvae, environmental stress such as food deprivation at high population density, triggers them to halt reproductive development and to enter dauer diapause (Fielenbach and Antebi 2008). This transition requires DAF-2-regulated transcriptional activation across tissues, and *daf-2(lf)* larvae activate dauer diapause even without food deprivation. We found that in wild-type dauers (induced by poor environment), as well as *daf-2(lf)* dauers (induced by juvenile larvae at nonpermissive temperatures), reporters for *C54F6.5* (Supplementary Fig. 2, b and c, left panels), *cex-1* (Supplementary Fig. 3a, left panels), and *mlcd-1* (Supplementary Fig. 3b; left panels) all showed potent activation in body wall muscles (BWM) in Supplementary Figs. 2 and 3. The *cex-1* reporter was further activated in enteric muscles (AS, AD in Supplementary Fig. 3a, left panels).

Their responses to adult starvation, for which we surveyed both wild-type adults and *daf-2* adults raised at permissive temperature, showed a similar trend but less robust and consistent compared to those observed in the dauer larvae. For example, while both *C54F6.5* transcriptional (Supplementary Fig. 2b, right panels) and translational reporters (Supplementary Fig. 2c, right panels) were activated in the body wall muscles of starved adults in comparison to fed adults, the transcriptional reporter exhibited a more prominent response in starved *daf-2* adults. The *mlcd-1* transcriptional reporter similarly showed activation in both starved adults, but more prominently in *daf-2* adults (Supplementary Fig. 3b, right panels). The *cex-1* translational reporter showed the least response in starved adults (Supplementary Fig. 3b, right panels) when compared to dauer larvae (Supplementary Fig. 3b, left panels).

These qualitative assessments, especially the reporter's activation in dauer larvae lends further support that these genes likely represent bona fide DAF-16 targets in body wall muscles.

### Ambiguity of remaining candidates

We consider the candidacy of all remaining genes to be low, because of their low reads, or a moderate fold change for transcripts with high or moderate reads (Table 3). 

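*gstk-2* (D2024.7, WBGene00017054) lies on chromosome IV of WBcel235 from 7240445 to 7242270 on the reverse strand, with 3 exons. In muscle cells it had 27.2 ± 3.76 TPM (SD, n = 3) in *daf-2(lf)*, 5.80 ± 0.961 TPM (SD, n = 3) in the double mutant, 2.36 ± 0.430 TPM (SD, n = 4) in wild-type and 2.79 ± 1.54 TPM (SD, n = 4) in *daf-16(lf)*. In all cells it had 10.2 ± 2.97 TPM (SD, n = 3) in *daf-2(lf)* and 3.21 ± 0.409 TPM (SD, n = 3) in the double mutant, a log2 fold change of 1.38 (SE 0.36, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0420). This change in all cells was past the threshold in 5 of 15 settings, with limma's adjusted p from 0.00236 to 0.832. *daf-16(lf)* all cells had 1.37 ± 0.275 TPM (SD, n = 2), and the libraries labelled wild-type all cells had 1.83 TPM in one replicate and were listed at 0 in the other. The effect in muscle cells minus that in all cells was 0.67 (SE 0.51, limma, adjusted p = 1).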

We tested *gstk-2*, which ranked the highest among them (Table 3; Supplementary Fig. 4a), with an endogenous GFP reporter. Specifically, a cassette of splice leader 2 (*sl2*)-*gfp* inserted into the *gstk-2* locus drove co-transcription but separate translation of GSTK-2 and GFP (Supplementary Fig. 4b). It showed GFP expression in BWM, pharynx cells (PH), and epithelial seam cells (SC) across wild-type, *daf-16(lf), daf-2(lf)*, and *daf-16(lf); daf-2(lf)* animals, without obvious differences in fluorescent intensity (Supplementary Fig. 4b). While we do not exclude experimental fallacies such as higher stability of the GFP reporter itself masking moderate differences at the protein level, we did not proceed further with this and remaining candidates.

## Discussion

A limited number of signaling pathways regulate numerous and diverse developmental processes in an organism- and cell-type-specific manner. IIS exerts physiological functions with tissue- and cell-specificity, and with both cell-autonomy and nonautonomy. Applying a rigorous workflow that reveals three new DAF-16 targets in body wall muscle cells, we contribute understanding toward the intricacy and mechanism of tissue-specific function exerted by a molecularly conserved and ubiquitously active signaling pathway.

### A small yield for tissue-specific DAF-16 targets

Combining mRNA-seq, ChIP-seq, RT-qPCR, and reporter analyses, we report three high-confidence DAF-16 targets primarily in the body wall muscle cells. Here we applied a series of increasingly stringent bioinformatic criteria that led to a small list of muscle-specific DAF-16 transcriptional targets (Fig. 3c; Table 2). Reporter analyses for three of the four top candidates, all being overlooked in previous whole animal studies, lend support to this stringent approach. Both negative and positive outcome from these analyses provided a few empirical guides to filter and enrich for differential gene expression events of physiological significance to follow through. Three targets constitute a minuscule fraction of the 139 genes that showed DAF-16-dependent, muscle-enriched transcript changes. We do not know how many primary DAF-16 targets drive the broader state of transcriptional changes, but we expected a lower representation of the primary transcriptional target, because a full transcriptome reflects the physiological state of cells.

However, this extremely low yield deserves further scrutiny, as described below.

### Limitation of this stringent approach

Our final candidate list (12 genes) is small, and three validated genes covered all high-confidence ones on the list. At this time, we do not know whether this short list reflects true physiology of muscle cells, where only a handful of molecular drivers underlie muscle-unique IIS regulation, or, high false negatives, where our stringent criteria led to excessive exclusion of DAF-16 transcriptional targets with functional relevance to muscle cells. Empirically, we favor the second possibility for several reasons.

First, by requiring both muscle-specific DAF-16 transcription regulation and muscle-enriched DAF-16a binding, we have biased against genes playing critical physiological functions at fast temporal dynamics or at low abundance.

Second, we have no criteria to objectively evaluate the coverage and consistency of the ChIP-seq reads. We noted that our sequential filtering during muscle-enriched transcriptomics analyses have maintained many high-confidence DAF-16 targets previously identified in whole-animal studies (Murphy et al. 2003; Tepper et al. 2013; Kaletsky et al. 2016) (Supplementary Tables 3, 4, and 6), but many such candidates were removed when we applied the muscle ChIP-seq dataset as the first filter (Fig. 3, b and c). More specifically, imposing the presence of a binding site of muscle GFP::DAF-16a led to removal of ∼2/3 of candidates, which includes *sod-3*, a gold standard of the field and our positive control for RT-qPCR analyses (Supplementary Fig. 1). This raised concerns for missing targets due to the available muscle ChIP-seq reads.

Exclusion of isoforms other than DAF-16a in the ChIP-seq experiments may account for this concern; it is also possible that both muscle and intestine DAF-16 ChIP-seq experiments, being carried out as part of a systematic survey for transcription factors, were not as tightly controlled for developmental stages or genome coverage (Kudron et al. 2018), as for the focused mRNA-seq effort. Lastly, although we already broadened the region for gene mapping near the DAF-16a binding sites than regions considered for enrichment of the DBE sites in previous studies, regions to be explored remains an arbitrary criterion.

### Potential physiological functions of three DAF-16 targets

Physiological functions of three newly identified muscle DAF-16 targets are currently unknown, but we make a few speculations.

C54F6.5 is a small secreted protein. It has no apparent homolog outside the nematode specie by primary sequence alignment; however, we do not have reliable mean to predict structural similarity among small secreted proteins. Indeed, while amino acid sequences for many *C. elegans* neuropeptides revealed poor homologies, thus deemed to be “nematode-specific”, several have been shown to activate evolutionarily conserved GPCR signaling and to serve homologous physiological functions (Li 2008:; Chen et al. 2022). C54F6.5 is one of many small secreted “nematode-specific” proteins. These proteins are enriched for regulation upon exposure to pathogens and have been proposed to underlie the *C. elegans* immune response (Suh and Hutter 2012; Zhao et al. 2021). C54F6.5 might constitute a component of defense mechanisms contributed by muscle cells.

CEX-1 is homologous to calexcitin, a proposed Ca^2+^ sensor that regulates neuronal activity for learning (Nelson et al. 1996, 1999; Alkon et al. 1998). With three Ca^2+^-binding EF-hand domains, it allows the cell to modulate its membrane excitability via the K^+^ channel and ryanodine receptor in a Ca^2+^-dependent manner (Alkon et al. 1998). Consistently, calexcitin was shown to bind ryanodine receptors in the sarcoplasmic reticulum (Gombos et al. 2001). In *C. elegans*, a bit ironically, there has been no functional studies on the *cex-1* gene itself, despite a fragment of its promoter being a popular tool to manipulate RIM, a neuron involved in associative learning, decision-making (Gordus et al. 2015; Jin et al. 2016; Sordillo and Bargmann 2021), and neuronal activation-induced stress response (De Rosa et al. 2019). CEX-1's muscle upregulation by DAF-16 promotes several hypotheses, for example, contribution to DAF-16-dependent effects on calcium homeostasis, motility, and health (Oh and Kim 2013; Momma et al. 2017; Roy et al. 2022).

MLCD-1, the *C. elegans* malonyl CoA decarboxylase (MCD) offers the clearest functional implication. MCD is abundantly expressed in the heart and skeletal muscles. Malonyl CoA is a potent inhibitor of carnitine palmitoyltransferase, an enzyme that transports long chain fatty acid into the mitochondria for ATP production. By breaking down malonyl CoA, MCD mobilizes fatty acid-driven energy production. Unlike the other two targets, the *mlcd-1* reporter is activated only in body wall muscles. Previous whole-animal RNA-seq datasets identified *mlcd-1* and other fatty acid metabolic enzyme-encoding genes to be upregulated by DAF-16 in context of longevity (Amrit et al. 2016), but our 139 muscle-enriched candidate DAF-16 targets do not include these other enzymes. MLCD-1 might modify the balance of energy storage and expenditure, instead of (or at least in addition to) simply boosting fatty acid oxidation in body wall muscle cells.

Muscle energy mobilization is particularly important for metabolism. We further speculate that DAF-16's targeting of both CEX-1 and MCD-1 in muscle cells may reflect an orchestrated effort to increase muscle function as part of shared responses induced by reduced IIS signaling.

### Future directions

Future studies should address physiological functions of C54F6.5, CEX-1, and MLCD-1 in context of IIS signaling-related developmental and physiological processes. As mentioned in previous sections, behavioral and physiological consequences of single or combined knockout of these target genes, such as pathogen resistance, motility, and muscle physiology, under low and high IIS states serves as an excellent starting point. A requirement of either gene in respective phenotypes of *daf-2(lf)* mutants can then be further examined by standard molecular genetic manipulation, such as tissue-specific rescue or deletion.

Future studies should evaluate the validity of applying the ChIP-seq data to filter direct targets of transcription factors. This means that our 139 candidates from the mRNA-seq analyses should be independently evaluated for DAF-16-dependent transcriptional regulation. Ideally, a systematic, endogenous genomic tagging of these genes provides the needed assessment of required quality and coverage to incorporate information from future ChIP-seq datasets in search for cell-type specific and direct targets.

## Data Availability

Strains underlined in Supplementary Table 1, plasmids underlined in Supplementary Table 1, and mRNA-sequencing data are available at CGC, Addgene, and GEO (GSE315486), respectively. Supplementary figures and tables available at GSA FigShare: https://doi.org/10.25387/g3.31259278.

How the deposited data were processed for this re-analysis (not part of the article)

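mRNA-seq was examined in 24 libraries of FACS-sorted *C. elegans* cells, 14 of muscle cells and 10 of all cells, in 8 groups of genotype and cell type. Each library was assigned to its genotype, cell type and replicate number by the authors' labels, and the group sizes were checked against the paper. IIS state, rearing temperature and the presence of the *daf-2* mutation change together in these libraries. The libraries labelled wild-type all cells lack the *daf-16* transcripts that are at 0 in the *daf-16(lf)* strains, so they keep that name throughout, and directions drawn from them carry this limit.

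The authors mapped and quantified the reads with Salmon against annotated transcripts, tested differences with DESeq2 on estimated counts, and deposited TPM for 35749 transcripts in each library. Those counts were not used here, so the count test was not run and limma, which suits values on a log scale, took its place. TPM carries no read depth, so no counting error or smallest detectable value was computed for the values of a gene, and a value of 0 is given as listed at 0. The number of genes above 0 in each library is the only sign of depth in the table. For the closest pair of libraries alone, the spread that counting gives was worked out at the lowest depth the paper states. TPM also depends on the effective length that the quantification gives each transcript, which is uncertain for short transcripts.

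Transcripts were joined to genes by name with the Ensembl annotation of WBcel235, 31176 by their exact name and 4485 by their sequence name, and 88 were kept under their sequence name. TPM was summed over the transcripts of a gene, which gave 21982 genes. Genes with at least 1 TPM in at least 3 libraries were tested, 14717 in all. Means and SDs are of TPM. Differences were tested on log2(TPM + 1) with limma 3.58.1 in R 4.3.3, by a linear model with 1 mean for each of the 8 groups, empirical Bayes moderation with an abundance trend, and Benjamini-Hochberg adjustment over the genes tested, at an adjusted p under 0.05. Fold changes are on that scale and understate the change of genes of low abundance. PCA used the 500 genes of highest variance, centred and not scaled. Comparisons of single values between groups used exact permutation tests, or 100000 random permutations where the regroupings were too many to list. They took libraries as independent and did not keep any pairing of muscle cells with all cells.

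The steps of the paper were applied to these tests, with a rule on the sign added to the first. Genes that differed between *daf-2(lf)* and double mutant muscle cells were kept where they also differed with the same sign from wild-type and *daf-16(lf)* muscle cells, while the paper's text asks for a difference in all these comparisons and names no sign. They were then kept where *daf-2(lf)* muscle cells differed from the all cells libraries of each genotype in either direction. The interactions of DAF-16 with IIS state and with cell type were tested as differences of differences in the same model. The comparison was tested on simulated data of 14539 genes with the group sizes of these libraries. In these data, 200 genes of middle abundance were changed by a log2 difference of 2. Each gene kept its own spread, set equal in all libraries and drawn independently. The comparison called 157 of the changed genes (78.5%) and 10 unchanged genes, 5.99% of its calls. The median estimate was 2.02 for raised and -1.93 for lowered genes. The real libraries differed in spread, with array weights from 0.127 to 10.8, and some deviated as wholes. The simulation held neither feature, so these shares do not give the error rate or power of the real comparison.

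The genes named are those the paper names from its mRNA-seq (Tables 1 and 3, the labels of Figs. 2 and 3b, *daf-16*, *daf-2*, *sod-3*, *rpl-17* and *pmp-3*) and the marker genes of tissues. To these were added the 10 largest fold changes past the threshold with non-overlapping libraries in muscle cells at low IIS, and the 5 largest in each interaction. This rule, the designs and the alternatives were set before the data were examined. The alternatives were a pseudocount of 0.1, no filter, a minimum of 4 TPM, quantile normalization, median-of-ratios scaling, the replicate number as a block, no abundance trend, array weights, a model of the compared groups alone and each replicate left out. Other fits were chosen after seeing the data: TPM weighted by transcript length and rescaled, a model leaving aside the libraries labelled wild-type all cells, array weights estimated gene by gene, and a block with crossed replicate numbers for the all cells at high IIS. The replicate numbers that pair libraries come from the labels, which do not say what same-numbered libraries share.

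*srbc-15* and *tiar-3* had no match by name in the table as joined and were not analysed here. The ChIP-seq data, qPCR and reporter imaging of the paper were not analysed here. Neither was the assignment of the 2 library kits to libraries, which the labels and the paper leave open.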

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

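The tests of the muscle marker genes, the sorting of splits by the labels they keep, the shares listed at 0 among genes not called and in replicate 2, and the setting apart of groups with 3 libraries at 0 were chosen after the results were seen, and the splits of the libraries and the other tests of the all cells at high IIS were chosen before. The shifts of the median of all genes under quantile normalization and median-of-ratios scaling are given with the effects of the processing.

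The effect of DAF-16 at low IIS differed between muscle cells and all cells for 133 genes, the log2 difference in muscle cells minus that in all cells being positive for 20 and negative for 113 (limma with Benjamini-Hochberg adjustment). The 5 largest interactions were those of Y75B12B.8, Y57E12B.1, *scl-12*, Y71F9AM.8 and Y60C6A.3, all with a larger log2 difference in all cells and past the threshold in each of 21 settings. Relabelling genotypes within each cell type so that every same-numbered pair is parted gave as many genes in 7 of 32 splits, with up to 383 genes. All 7 were among the 8 splits that leave the genotypes of the all cells libraries as they are or swap them whole, and so keep the effect of DAF-16 there, with at least 124 genes each. The 24 splits that break these labels gave at most 23. The splits therefore do not settle whether chance accounts for the interaction. Quantile normalization lowered the count to 61. A difference in the cells that make up each sort could add to this pattern and was not tested.

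The effect of DAF-16 in muscle cells differed between the IIS states for 24 genes, with a positive interaction for 16 and a negative one for 8, and 11 of 64 splits that part the same-numbered pairs gave as many, with up to 32. All 11 were among the 16 splits that keep the low IIS genotypes, and the 48 that break them gave at most 1, so these splits do not settle the question here either. F55B12.10, C54F6.15 and C54F6.6 were past the threshold in 23 of 23 settings, R04B5.6 in 20 and *hsp-12.6* in 10. IIS state cannot be separated from rearing temperature here.

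The enrichment of body wall muscle genes in muscle cells over all cells was larger at low than at high IIS by a log2 difference of 1.73 (exact permutation test, two-sided, p = 0.00984). Scaling between libraries may change such a gap, which was 1.79 under quantile normalization and 2.42 under median-of-ratios scaling, so neither lowered it. Without the libraries labelled wild-type all cells it was 1.69, so the gap does not rest on these libraries. A candidate explanation is RNA from muscle cells in the sorts of *daf-2(+)* animals made without the GFP gate. It was not tested, because the labels record nothing of each sort beyond its cell type. The gap cannot be told apart from this explanation, from rearing temperature or from a difference of library kit, and the biological explanation, a difference between the IIS states, was not tested apart from them.

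Between *daf-2(lf)* and the double mutant, 358 genes differed in all cells, a count that the paper's text does not give. Of the 4 splits that part every same-numbered pair, 1 gave as many, which is the real one, and of all 10 splits also 1. The other 3 that part the pairs gave at most 9, and the highest count among the other 9 of all 10 was 45. With 3 libraries in each group the share cannot fall under 10%, so a chance split cannot be excluded by that share. *sod-3* was among these genes with a log2 fold change of 4.28 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.000336), higher in 3 of 3 *daf-2(lf)* libraries, and was past the threshold in each of 15 settings, with adjusted p from 6.32e-06 to 0.0109.

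Between the libraries labelled wild-type all cells and *daf-16(lf)* all cells, 2574 genes differed, 15 higher and 2559 lower in the libraries labelled wild-type, a comparison of 2 libraries with 2 whose count the paper's text does not give. With the replicate number as a block 3157 genes differed. Same-numbered libraries of these groups had a mean r of -0.142 between their deviations, and with crossed numbers, an alternative chosen after seeing the data, 3246 genes differed. Scaling between libraries could account for the one-sided direction in part: under quantile normalization 60% of the 993 calls were lower, but under median-of-ratios scaling 1601 of 1690 were. The low number of genes detected in replicate 1 was examined as well: 68.3% of the genes called lower were listed at 0 in at least 1 of these libraries, against 32.9% of the genes not called, and in replicate 2 the shares were 2.31% and 4.62%. A gene listed at 0 is more readily called lower, so these shares cannot tell whether the detection in replicate 1 produced the direction. A model of these 4 libraries alone called 0 genes, with 2718 at an unadjusted p under 0.05. *daf-16(lf)* muscle cells against *daf-16(lf)* all cells had a similar split, 13 higher and 3093 lower. The library labelled wild-type all cells replicate 2 was closest to a *daf-16(lf)* muscle cell library (r = 0.9967). Whether that likeness produced the direction was not tested. No biological explanation was tested, because the *daf-16* transcripts of the libraries labelled wild-type all cells go against their label.

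Among the named genes, 54 groups of 4 muscle cell libraries were tested for a library far from the others, and 11 were found. In 4 of these groups the other 3 libraries were listed at 0, so that any value above 0 stands apart. In the other 50 groups 7 were found, where 2.5 are expected by chance at 1 in 20, and all 7 were a replicate 4. In wild-type muscle cells, replicate 2 had 0.0359 TPM of *F23B2.10* and replicate 4 had 0.0235 TPM of *alh-2*, genes listed at 0 in the other libraries. Replicate 4 also had 1.05 TPM of *flr-4*, against 0.0876 to 0.205, and 3.92 TPM of *rap-3*, against 1.93 to 2.27. In *daf-16(lf)* muscle cells, replicate 4 had 8.95 TPM of *daf-16*, against 3.20 to 3.76, and 20.04 TPM of *C10F3.7*, against 0.172 to 1.91. It had 0.0336 TPM of *Y6B3B.1*, against 0 to 0.00418, 263.2 TPM of *Y43F8B.1*, against 114.4 to 131.2, and 63.4 TPM of *unc-78*, against 36.95 to 37.94. Replicate 2 of *daf-16(lf)* had 0.0308 TPM of *fbxb-33* and 0.0157 TPM of *alh-2*, both listed at 0 in the other libraries. The replicate 4 libraries of wild-type and *daf-16(lf)* muscle cells were nearest to each other (r = 0.9669) and not to their own groups. Their hypodermis marker scores were 4.23 and 5.42, against at most 3.73 in the other muscle cell libraries at high IIS. These libraries thus deviated together, beyond single genes. No technical or biological explanation of that or of the values above was tested.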

How the results depend on the processing

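Results are given by alternative, with higher and lower or raised and lowered genes for some of those where the balance moved. Except where a value shows it, the cause of a change was not tested.

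The count between wild-type and *daf-16(lf)* muscle cells was 0 with a pseudocount of 0.1, no filter, a minimum of 4 TPM, median-of-ratios scaling, the replicate block, no abundance trend, TPM weighted by length (chosen after seeing the data) and these 8 libraries alone. Genes at an unadjusted p under 0.05 then numbered 164, 232, 69, 278, 190, 103, 75 and 323. Quantile normalization gave 2 genes, and leaving aside the libraries labelled wild-type all cells, chosen after seeing the data, gave 4.

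Array weights gave 1165 genes (1009 higher, 156 lower) in muscle cells at high IIS, 4896 (403 and 4493) in muscle cells at low IIS, 1160 (281 and 879) for active against inactive DAF-16, 954 (194 and 760) for the first step and 225 (63 and 162) for the whole muscle-enriched list. They gave 545 in all cells at low IIS, 17 in all cells at high IIS, 4821 (338 and 4483) for the interaction with IIS state, 673 for that with cell type and 10229 between IIS states without DAF-16. The weights ran from 0.127 to 10.8 and their estimate did not converge. Weights estimated gene by gene, chosen after seeing the data, ran from 0.139 to 6.64. For the muscle cell results, in the order above, they gave 392 (362 and 30), 2483 (196 and 2287), 529 (142 and 387), 432 (98 and 334) and 100 (38 and 62). They gave 24 in all cells at high IIS, 2433 (148 and 2285) and 252 for the interactions, and 9172 between IIS states without DAF-16.

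Quantile normalization moved the median log2 fold change of all genes from -0.19 to 0.01 between *daf-2(lf)* and the double mutant in muscle cells, from -1.26 to 0.04 between *daf-2(lf)* muscle cells and all cells, and from 0.33 to 0.07 between IIS states without DAF-16. In all cells at high IIS it moved the median from -0.53 to 0.14, and for the interactions with IIS state and cell type from -0.19 to 0.04 and from -0.15 to 0.02. Under median-of-ratios scaling the medians were -0.05, -0.42, 0.07, -0.34, -0.07 and -0.01 in the same order. Quantile normalization gave 92 genes (67 higher, 25 lower) at low IIS in muscle cells, 62 (56 and 6) for active against inactive DAF-16, 52 (47 and 5) for the first step, 48 (44 and 4) for the list, 993 (397 and 596) in all cells at high IIS, 35 (27 and 8) and 61 (14 and 47) for the interactions with IIS state and cell type, and 5334 (2867 and 2467) without DAF-16. Median-of-ratios scaling gave 97 (64 and 33) at low IIS in muscle cells, 53 (48 and 5) for the first step, 50 (47 and 3) for the list, 186 and 1690 (89 and 1601) in all cells at low and high IIS, 27 (22 and 5) and 86 for the interactions, and 4595 (2458 and 2137) without DAF-16. Without rescaling the splits were 46 and 44, 34 and 9, 20 and 6, 18 and 5, 15 and 2559, 16 and 8, 20 and 113, and 3457 and 1269 in the order of the first list.

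A pseudocount of 0.1 gave 155 and 3863 genes in all cells at low and high IIS and 62 for the interaction with cell type. Without the filter, 770 genes differed in all cells at low IIS and 238 in that interaction. With a minimum of 4 TPM, the numbers were 170 and 1563 in all cells and 63 in the interaction. With the compared groups alone in the model, 3 genes differed in muscle cells and 158 in all cells at low IIS, 0 in all cells at high IIS (2718 at an unadjusted p under 0.05), 76 in the interaction with cell type and 3123 between IIS states without DAF-16.

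With the replicate number as a block, 147 genes differed in muscle cells at low IIS, 85 of them shared with the model without it, 68 for active against inactive DAF-16 (42 shared) and 5387 between IIS states without DAF-16 (4646 shared). The first step gave 48 and the list 40. With either sign allowed against wild-type and *daf-16(lf)* muscle cells, chosen after seeing the data, 48 genes passed for active against inactive DAF-16, 30 the first step and 26 the whole list. The mean r of same-numbered pairs was 0.0584 between *daf-2(lf)* and the double mutant, -0.0686 and -0.0924 between *daf-2(lf)* and wild-type or *daf-16(lf)*, and 0.00356 between the double mutant and *daf-16(lf)*, all in muscle cells.

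PC1 and PC2 held 76.8% of the variance over 24 libraries, 84.5% over the *daf-2(lf)* and 74.3% over the *daf-2(+)* libraries when all genes were used. With a pseudocount of 0.1 they held 74.9%, 80.2% and 78.8%, with quantile normalization 84.6%, 87.9% and 82.0%, and with median-of-ratios scaling 84.9%, 86.2% and 80.2%. The span of group means was 0.90 for *rpl-17* under quantile normalization and 1.73 under median-of-ratios scaling, and for *pmp-3* it was 3.64 with a pseudocount of 0.1 and 1.23 under quantile normalization. Median-of-ratios scaling raised the muscle marker enrichment to 0.42 in wild-type (with the libraries labelled wild-type all cells), 1.02 in *daf-16(lf)*, 3.18 in *daf-2(lf)* and 3.09 in the double mutant.

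With 1 replicate left out in turn, the counts ran from 0 to 3 in muscle cells at high IIS (8 fits), 43 to 685 at low IIS (6 fits), 27 to 99 for active against inactive DAF-16 (14 fits), 14 to 75 for the first step (17 fits) and 13 to 68 for the list (20 fits). They ran from 263 to 340 in all cells at low IIS and 3502 to 6271 between IIS states without DAF-16. For the interactions with IIS state and cell type they ran from 14 to 35 and 117 to 158. Without double mutant muscle cells replicate 1, 59 genes were higher and 626 lower in muscle cells at low IIS. The split was then 43 and 56 for active against inactive DAF-16, 26 and 49 for the first step and 23 and 45 for the list. In every other such fit these lists held more raised than lowered genes. Without double mutant muscle cells replicate 2 the split at low IIS was 42 and 58. PC1 and PC2 held 82.0% to 83.9%, 90.1% to 92.9% and 86.3% to 91.7%, and 20693 to 20799 genes were detected. The difference between active and inactive DAF-16 ran from 6.93 to 7.96 for *C54F6.5*, 2.49 to 2.85 for *cex-1*, 2.69 to 2.87 for *gstk-2* and 1.63 to 1.81 for *mlcd-1*. The span ran from 0.21 to 0.47 for *rpl-17* and 1.02 to 3.75 for *pmp-3*, and the marker enrichment from -0.33 to 0.45 in wild-type, 0.27 to 0.45 in *daf-16(lf)*, 1.75 to 2.01 in *daf-2(lf)* and 1.77 to 2.40 in the double mutant. For the groups of 2 libraries, wild-type and *daf-16(lf)* all cells, leaving out a replicate was not run as a test, since it leaves 1 library.

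Of 1291 values of single genes under an alternative, 1152 kept their direction and side of the threshold, 80 were weaker, 56 were stronger and 3 were reversed. The log2 fold change of *aqp-2* in muscle cells at low IIS was -0.00336 with array weights. That of *mlcd-1* in all cells at low IIS was -0.06 without *daf-2(lf)* all cells replicate 3 and -0.11 without double mutant all cells replicate 1, the range over such fits reaching 0.41. Read depth is absent from TPM, so what it limits could not be measured.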

Differences from the paper's values

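Between wild-type and *daf-16(lf)* muscle cells, 0 genes differed where the paper reports 11, with 105 genes at an unadjusted p under 0.05. Between *daf-2(lf)* and double mutant muscle cells, 90 genes differed against the paper's 312, 46 against the paper's 142 higher and 44 against the paper's 170 lower. For active against inactive DAF-16 in muscle cells the numbers were 43 against the paper's 195, 34 against the paper's 88 higher and 9 against the paper's 107 lower. The first step of the muscle-enriched list gave 26 genes against the paper's 152. None of the alternatives set before the data were examined brought any of these within 1.5 times the paper's count. Gene-by-gene array weights, chosen after seeing the values, gave 196 higher genes at low IIS.

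The muscle-enriched list held 23 genes against the paper's 139, 18 against the paper's 62 raised and 5 against the paper's 77 lowered. The number of raised genes was 44 with quantile normalization, 47 with median-of-ratios scaling and 63 with array weights, and the other alternatives set before the data were examined did not close that gap. None of them closed the gap for the whole list or for the lowered genes. Gene-by-gene array weights, chosen after seeing the values, gave 100 genes in the list and 62 lowered.

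In muscle cells at high IIS, the log2 fold change of *col-33* was -3.65 against the paper's -7.10, and with a pseudocount of 0.1 it was -5.78, within the replicate SD of the paper's value. That of *C55C3.3* was 1.23 against the paper's 2.93, and a pseudocount of 0.1 gave 2.51, also within it. No other alternative set before the data were examined closed these gaps. *flr-4* had 0.37 against the paper's 3.87, *fpn-1.2* had 0.32 against the paper's 2.67 and *C10F3.7* had -1.54 against the paper's -5.90. None of those alternatives came within the error. The abundances of these genes were near those of Table 1. The paper's CPM over TPM weighted by length was 0.999 in wild-type and 0.924 in *daf-16(lf)* for *flr-4*. It was 1.01 and 1.05 for *fpn-1.2* and 0.963 and 1.01 for *C10F3.7*. The log2(TPM + 1) scale understates fold changes of genes of such low abundance. In muscle cells at low IIS, *gstk-2* had 2.05 against the paper's 2.33. It came within the error at 2.21 with a pseudocount of 0.1, 2.26 with median-of-ratios scaling, 2.22 with array weights, 2.17 without *daf-2(lf)* muscle cells replicate 2 and 2.16 without double mutant muscle cells replicate 3, and at 2.14 with gene-by-gene array weights, chosen after seeing the values. *rap-3* had -0.54 against the paper's -4.95, a gap that none of the alternatives set before the data were examined closed.

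The paper lists as protein-encoding all 20,800 genes that it detected, and of the same number of genes above 0 here 19164 are protein-coding by the annotation.

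The paper calls the genes of Table 1, and of those tested none was past the threshold here. For *col-33* the adjusted p by limma with Benjamini-Hochberg adjustment was 0.0413 with quantile normalization, 4.65e-06 with array weights and 0.00877 without *daf-16(lf)* muscle cells replicate 1, over a range from 4.65e-06 to 1. Array weights gave 4.1e-05 for *ZK105.1*, 0.000166 for *daf-16*, 0.000103 for *C55C3.3* and 0.02 for *fpn-1.2*, each the lowest of a range that reached 1. With gene-by-gene array weights, chosen after seeing the values, these 5 genes had an adjusted p of 1.6e-05, 9.9e-05, 0.000421, 0.0005 and 0.0377 in the same order. *flr-4* and *C10F3.7* were past the threshold under no setting.

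Of the genes of Table 3, which the paper calls in muscle cells at low IIS, *mlcd-1* had an adjusted p of 0.157 by limma. It was 0.0423 with quantile normalization, 0.016 with median-of-ratios scaling and 0.00172 with array weights, over a range from 0.00172 to 0.638. *act-2* was past the threshold with array weights alone (0.00521, range to 0.777), as were *unc-78* (0.0182, range to 0.723) and *rap-3* (0.0199, range to 1). *Y43F8B.1* had 0.0154 with the replicate number as a block and 0.000272 with array weights, the range reaching 0.494. Gene-by-gene array weights, chosen after seeing the values, gave 0.019 for *mlcd-1* and 0.00707 for *Y43F8B.1*. *ksr-1*, *aqp-2* and *goa-1* were past the threshold under no setting. Of the 18 genes labelled in Fig. 2b that were tested, 18 were higher in *daf-2(lf)* and 15 were past the threshold, the others being F20D6.11 at an adjusted p of 0.104, *pmpl-1* at 0.132 and *mlcd-1*. F20D6.11 had 0.00151 with quantile normalization, 0.000894 with median-of-ratios scaling and 0.000805 with array weights, over a range from 0.000805 to 0.558, and *pmpl-1* had 0.003 with median-of-ratios scaling and 0.00244 with array weights, over a range from 0.00244 to 0.684. Of the settings chosen after seeing the values, leaving aside the libraries labelled wild-type all cells gave 0.0297 for F20D6.11, and gene-by-gene array weights gave 0.0102 for F20D6.11 and 0.0294 for *pmpl-1*.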

Other observations

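The tests of the libraries labelled wild-type all cells, of the closest pair of libraries and of transcript length, and the use of all splits where same-numbered libraries did not deviate together, were chosen after the results were seen.

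The *daf-16* transcripts that are at 0 in every muscle cell library without DAF-16 are also listed at 0 in both libraries labelled wild-type all cells. A low number of genes detected may account for this in replicate 1, where 25.1% of the 1277 genes of similar abundance in wild-type muscle cells were listed at 0. In replicate 2 that share was 0.157%, which goes against this explanation. A mislabelled library was tested with the 177 genes whose wild-type and *daf-16(lf)* muscle cell libraries did not overlap at high IIS. They are fewer than the 2.86% of the 14717 genes tested that chance gives, so they need not reflect the genotype. Replicate 1 lay nearer *daf-16(lf)* for 51.4% of them and replicate 2 for 72.9%. As far from even were 34 and 16 of the 35 splits of the 8 muscle cell libraries, so these genes do not settle the genotype. The same share was 35.6% and 32.8% for the *daf-16(lf)* all cells libraries, whose *daf-16* transcripts match their label. A mislabelled library therefore cannot be excluded for either, and no biological explanation was tested. Values of 3 genes, chosen after they were seen, set replicate 1 apart from the other high IIS libraries: *sod-3* had 34.0 TPM in replicate 1 and 0.959 TPM in replicate 2, *C54F6.5* had 15.5 and 0.686 TPM, and *fbxb-33* had 11.0 TPM in replicate 1 and was listed at 0 in replicate 2.

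The library labelled wild-type all cells replicate 2 was closer to *daf-16(lf)* muscle cells replicate 3 than any other pair among 276. Over 312 genes of middle abundance, the spread of their log2 ratios was 0.0928, against 0.168 for the next pair, and r across genes was 0.9967. The spread was 3.11 times the 0.0299 expected from counting alone at the lowest depth the paper states, but the depth of these libraries is unknown and preparation and quantification add to counting, so a single library under a pair of labels, read anew, is not excluded. They could also come from the same sorted cells or from a mixed sample, but 0 libraries have a record of their sort, and the closeness cannot be told apart from this explanation. The libraries labelled wild-type all cells did not differ from wild-type muscle cells in any gene (0 genes by limma with Benjamini-Hochberg adjustment, 2799 at an unadjusted p under 0.05). *daf-16(lf)* all cells differed from *daf-16(lf)* muscle cells in 3106 genes and double mutant all cells from double mutant muscle cells in 9959. The count of 0 pools unlike libraries, since r between the replicates labelled wild-type all cells was 0.7967. On PC1 of the *daf-2(+)* libraries replicate 1 scored 49.5, beside *daf-16(lf)* all cells at 54.4 and 61.6. Replicate 2 scored -24.6, within the range of the muscle cells. The count therefore does not show that replicate 1 resembled muscle cells.

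Without DAF-16, muscle cells of the double mutant and of *daf-16(lf)* differed in 4726 genes, 3457 higher and 1269 lower in the double mutant (limma with Benjamini-Hochberg adjustment). Of the 8 splits that part the same-numbered pairs 1 gave as many genes, the real one, and of all 35 splits also 1. The next highest count, 3838, came from setting replicates 1 to 3 of *daf-16(lf)* against the other 4 libraries, which keeps the genotypes apart except for 1 library. Same-numbered libraries of these groups did not deviate together (mean r 0.00356), so all 35 splits count, and the share of 1 in 35 goes against a chance split. Rearing temperature or library kit could produce such a difference, and 0 genotypes were reared in both ways, so the difference between IIS states cannot be told apart from them. Quantile normalization evened the directions to 2867 higher and 2467 lower.

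Other splits of the libraries were also counted for the lists of genes in muscle cells. At high IIS, 8 of 8 splits that part the same-numbered pairs gave at least the 0 genes of the real one (105 at an unadjusted p under 0.05), an outcome that a count of 0 fixes in advance, and the highest count over all 35 splits was 2. At low IIS, 2 of 4 such splits gave at least the 90 genes of the real one, the other giving 266, and over all 10 splits 3 did, the highest with 350. Splits that mix the genotypes thus gave more genes than the real one. With 3 libraries in each group the share also cannot fall under 10%, so the number of genes at low IIS cannot be told apart from a chance split. When the muscle genotype labels were permuted within replicate number, 1 of 100 labellings, the real one, gave as many as 43 genes for active against inactive DAF-16. The same was 1 of 100 for the 26 genes of the first step and 1 of 100 for the 23 genes of the muscle-enriched list. These labellings also mix the rearing temperatures, which the real labels keep apart.

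The TPM of short transcripts was set beside the abundances of Table 3. The paper's CPM over TPM weighted by transcript length was 0.24 for *C54F6.5*, with a transcript of 257 nt, and 0.181 for *F23D12.7*, with 232 nt, against 0.984 to 1.09 for the other genes of the table with both values above 0. Effective lengths that differ between IIS states could shift short transcripts, but across the 14717 genes tested the change between IIS states without DAF-16 had a Spearman rho of 0.00586 with the longest transcript, genes not being independent replicates. Such a correlation does not show a shift confined to the shortest transcripts, so this explanation remains. The median log2 change was 0.45 for the 1025 genes with a longest transcript of up to 400 nt, 0.32 above that and up to 800 nt, 0.28 from there up to 1600 nt and 0.37 beyond. For *fbxb-33* in *daf-16(lf)* muscle cells the ratio was 297, and Table 1 lists a lower abundance of it by STAR-HTSeq than by Salmon.

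*C54F6.5* lies on chromosome V near C54F6.15 (7521900 to 7522379, reverse strand) and C54F6.6 (7523692 to 7524164, forward strand), which the paper's text does not name and which are among the 10 largest fold changes at low IIS. In *daf-2(lf)* libraries C54F6.15 had 92.4 ± 20.6 TPM (SD, n = 3) in muscle cells and 131 ± 95.5 TPM (SD, n = 3) in all cells, and C54F6.6 had 17.4 ± 9.01 TPM (SD, n = 3) and 6.39 ± 6.00 TPM (SD, n = 3). Both were listed at 0 in the 4 *daf-16(lf)* muscle cell libraries and in the 4 all cells libraries at high IIS. In all cells at low IIS, C54F6.15 had a log2 fold change of 6.55 (limma with Benjamini-Hochberg adjustment, adjusted p = 4.05e-10) and C54F6.6 of 2.42 (adjusted p = 0.000427), each higher in 3 of 3 *daf-2(lf)* libraries.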
